# Transcriptomics in *Erigeron canadensis* reveals rapid photosynthetic and hormonal responses to auxin herbicide application

**DOI:** 10.1093/jxb/eraa124

**Published:** 2020-03-12

**Authors:** Cara L McCauley, Scott A M McAdam, Ketaki Bhide, Jyothi Thimmapuram, Jo Ann Banks, Bryan G Young

**Keywords:** Abscisic acid, auxin, dicamba, 2,4-D, *Erigeron canadensis*, ethylene, halauxifen-methyl, herbicide

## Abstract

The perception pathway for endogenous auxin has been well described, yet the mode of action of synthetic auxin herbicides, used for >70 years, remains uncharacterized. We utilized transcriptomics and targeted physiological studies to investigate the unknown rapid response to synthetic auxin herbicides in the globally problematic weed species *Erigeron canadensis*. Synthetic auxin herbicide application consistently and rapidly down-regulated the photosynthetic machinery. At the same time, there was considerable perturbation to the expression of many genes related to phytohormone metabolism and perception. In particular, auxin herbicide application enhanced the expression of the key abscisic acid biosynthetic gene, *9-cis-epoxycarotenoid deoxygenase* (*NCED*). The increase in *NCED* expression following auxin herbicide application led to a rapid biosynthesis of abscisic acid (ABA). This increase in ABA levels was independent of a loss of cell turgor or an increase in ethylene levels, both proposed triggers for rapid ABA biosynthesis. The levels of ABA in the leaf after auxin herbicide application continued to increase as plants approached death, up to >3-fold higher than in the leaves of plants that were drought stressed. We propose a new model in which synthetic auxin herbicides trigger plant death by the whole-scale, rapid, down-regulation of photosynthetic processes and an increase in ABA levels through up-regulation of *NCED* expression, independent of ethylene levels or a loss of cell turgor.

## Introduction

Auxin is essential for plant growth and development, and the perception and signaling pathway for this hormone is well described (Hagen and Guilfoyle, 2002; Dharmasiri *et al.*, 2005a; Kepinski and Leyser, 2005; Tan *et al.*, 2007). In contrast, synthetic auxins have been used as herbicides for >70 years, yet, unlike endogenous auxin, the precise mode of action leading to plant death by these compounds remains unknown. The signaling pathway for endogenous auxin is believed to be exploited by synthetic auxin herbicides to trigger plant death (Grossmann, 2010; Peterson *et al.*, 2016). Attempts to demystify the herbicidal mode of action of auxins have focused intensively on the auxin-binding TRANSPORT INHIBITOR RESPONSE 1 (TIR1)/AUXIN SIGNALING F-BOX (AFB) receptors in *Arabidopsis thaliana* L. (Brassicaceae). The *TIR1*/*AFB* gene family consists of six receptors: *TIR1* and five homologs of *AFB* (Dharmasiri *et al.*, 2005b; Parry *et al.*, 2009; Prigge *et al.*, 2016). Analysis of *A. thaliana* mutant lines has confirmed that these receptor genes are indeed essential for the plant perception and specificity of auxin herbicides. The *afb5* mutant is known to be resistant to chlorinated picolinic acid (picloram) and 3,6-dichloro-2-methoxybenzoic acid (dicamba), both synthetic auxins, but not to 2,4-dichlorophenoxyacetic acid (2,4-D), another synthetic auxin, or the endogenous auxin, indole-3-acetic acid (IAA) (Walsh *et al.*, 2006; Gleason *et al.*, 2011). In contrast, *tir1* mutants are resistant to 2,4-D and dicamba (Gleason *et al.*, 2011). A further indicator of auxin herbicide action in plants is the rapid increase in expression of the auxin-responsive gene *GH3* (Goda *et al.*, 2004; Kelley and Riechers, 2007). While this research has been instrumental in demonstrating the perception pathway of synthetic auxins, it has not revealed the specific physiological mechanisms leading to plant death that are activated by the perception of these exogenous compounds.

The IAA-induced transcriptome has been characterized in *A. thaliana* and serves as the foundation for investigating the plant response to synthetic auxin compounds (Hagen and Guilfoyle, 2002; Goda, 2004; Paponov *et al.*, 2008; Chapman and Estelle, 2009). Transcriptome studies in *A. thaliana* have found that a number of synthetic auxins trigger similar differential gene expression patterns (Pufky *et al.*, 2003). These studies have focused intensively on the downstream genes known to be responsible for regulating plant growth and development; however, among these auxin-induced genes are those associated with the metabolism and signaling of other plant hormones (Grossmann, 2010). These additional plant hormones, including abscisic acid (ABA) and ethylene, are assumed to play a fundamental role in the triggering of plant death following auxin herbicide application (Sterling and Hall, 1997; Grossmann, 2010).

The endogenous phytohormone ABA modulates many plant development processes including seed maturation, root growth, and senescence (Finkelstein, 2013). In addition, ABA plays an active role in restricting plant water loss via stomatal closure (Mittelheuser and Van Steveninck, 1969). Scheltrup and Grossmann (1995) first reported ABA accumulation in *Galium aparine* L. (Rubiaceae) following exposure to 7-chloro-3-methylquinoline-8-carboxylic acid (quinmerac), a synthetic auxin, and hypothesized that subsequent stomatal closure following herbicide application was due to increased ABA levels. Further work in *G. aparine* and *A*. *thaliana* found that exogenous IAA or 2,4-D application can lead to an increase in the expression of *9-cis-Epoxycarotenoid Dioxygenase* (*NCED*) (Raghavan *et al*., 2005; Kraft *et al.*, 2007). The enzyme NCED catalyzes the rate-limiting step in the ABA biosynthetic pathway (Qin and Zeevaart, 1999). The auxin-induced increase in *NCED* expression appears to occur without a change in cell turgor or volume decline, the trigger which commonly leads to increased ABA levels and stomatal closure during soil water deficit or at high vapor pressure deficit (VPD) (McAdam *et al.*, 2016).

In *G. aparine*, Kraft *et al.* (2007) observed auxin herbicide-induced increased expression of *1-AMINOCYCLOPROPANE-1-CARBOXYLATE SYNTHASE* (*ACS*), encoding the enzyme responsible for catalyzing the rate-limiting step in the ethylene biosynthetic pathway (Boller *et al.*, 1979), and observed an increase in ethylene levels. The auxin herbicide-induced *ACS* expression is proposed to be a primary target for the mode of action of synthetic auxins (Sterling and Hall, 1997), with increased ethylene levels leading to cell death. The up-regulation of genes encoding *ACS* has been described following IAA and dicamba treatment (Abel *et al.*, 1995; Gleason *et al.*, 2011; Pettinga *et al.*, 2018). The concurrent observations of increased *ACS* and *NCED* expression following auxin herbicide treatment led Kraft *et al.* (2007) to hypothesize that auxin-induced increases in ethylene levels were the trigger for the up-regulation of *NCED* expression. However, not all transcriptome evidence confirms this hypothesis, with Raghavan *et al*. (2005) finding that *NCED3* expression was up-regulated after treatment with 2,4-D, but that there was no change in the expression of *ACS* or *ACC OXIDASE* in *A. thaliana*. These conflicting reports indicate that further work is required to establish a valid model for auxin herbicide action, particularly regarding the involvement of ABA and ethylene.

Given these conflicting findings, probably arising from the high level of complexity in the network of plant hormone interactions and pathways perturbed by synthetic auxin herbicide application, global transcriptomic approaches provide a powerful tool for revealing the unknown mode of action of auxin herbicides. The primary objective of this research was to explore the mode of action of synthetic auxin herbicides through transcriptomics, with a particular emphasis placed on the interactive effects of these herbicides on other plant hormone bio synthetic and signaling pathways. Unlike previous studies focusing on the model system *A. thaliana* or *G. aparine*, this work specifically targeted one of the most problematic, broad-leaved weed species impacting temperate agriculture globally, *Erigeron canadensis* L. (Asteraceae) (Gibson *et al.*, 2006; Davis *et al.*, 2009). The recent evolution of *E. candensis* biotypes that are resistant to glyphosate and acetolactate synthase (ALS)-inhibiting herbicides across North America (Kruger *et al.*, 2009; VanGessel *et al.*, 2009; Heap, 2018) places an acute emphasis on understanding the mode of action of auxin herbicides as a control option for this species. The availability of a reference genome in *E. canadensis* (Peng *et al.*, 2014) facilitates large-scale transcriptomic studies.

## Materials and methods

### Plant material and growth conditions

*Erigeron canadensis* seeds, collected from Brookston, IN, USA (40.59°N, 86.76°W), were sown onto commercial potting medium (Sun Gro Propagation Mix, Sun Gro Horticulture). Plants were grown under controlled glasshouse conditions, with experiments conducted on 30-day-old plants. Temperature was maintained between 23 °C and 29 °C; supplemental light was provided with high-pressure sodium bulbs set to a 16 h photoperiod (1100 µmol m^−2^ s^−1^ photon flux density at pot level). Once seedlings reached the three- to five-leaf stage, individual seedlings were transplanted into 100 cm^2^ pots containing the same commercial potting medium. Plants were watered as needed and fertilized weekly (Jack’s Professional 20-20-20, JR Peters Inc.). Treatments included commercially labeled field rates of 2,4-D dimethylamine salt (Weedar^®^ 64, Nufarm Inc.), dicamba diglycolamine salt (Clarity®, BASF Corporation), and halauxifen-methyl (Arylex™ active, Dow AgroSciences LLC) at 560, 280, and 5 g of acid equivalent ha^−1^, respectively, in addition to a water-only treatment that served as the control. A non-ionic surfactant (Activator-90, Loveland Products) was added at 0.25% (v/v) to all treatments including the control. Herbicide applications were made to 6–10 cm rosettes using single-nozzle track-mounted sprayer with a single flat fan XR 8002E nozzle calibrated to deliver 140 l ha^−1^.

### Reference genome annotation

Gene prediction was performed on the assembled *E. canadensis* genome (accession GCA_000775935.1), using GeneMark (Borodovsky and Lomsadze, 2011), and generated protein sequences were annotated using blastp against the non-redundant protein database from NCBI and the *A. thaliana* protein database from TAIR10. Annotation for each gene was assigned according to the top blast hit with an E-value cut-off of 10^–3^. The *A. thaliana* annotation was utilized for the ssequent functional interpretation of differentially expressed genes.

### RNA extraction and whole-transcriptome sequencing

Plant tissue samples were collected at 1 h and 6 h after herbicide treatment (HAT) for whole-transcriptome sequencing. For each biological replicate, a single leaf was excised from separate plants and immediately flash-frozen in liquid nitrogen and stored at –80 °C until RNA extraction. Leaf tissue was pulverized in a lysis buffer with β-mercaptoethanol, and total RNA was extracted according to the RNeasy Plant Mini Kit protocol with slight modifications (Qiagen cat. no. 74904). To ensure removal of genomic DNA, total RNA was subjected to an RNA Clean & Concentrator kit (Zymo Research cat. no. R1013). Total RNA was submitted to the Purdue Genomics Core Facility (Purdue University) for poly(A)^+^ RNA selection, library construction, and sequencing. Samples were dual-barcoded and pooled prior to sequencing on an Illumina HiSeq2500 platform using paired-end technology in ‘rapid’ mode. Approximately 80 million paired-end reads were generated for each of the 32 samples. For RNA sequencing (RNA-seq), four biological replications, where a replication represents an individual plant, were included for each treatment at each time point. Raw data and transcriptome assemblies are accessible in the NCBI repository (BioProject PRJNA480695).

### Differential gene expression analysis

Sequence quality control and quality trimming was performed using FastQC (version 0.11.2) and the FASTX-Toolkit (version 0.0.14) with a minimum Phred33 quality score of 30. Processed reads of at least 50 bases in length were mapped to the annotated genome using the STAR aligner (version 2.5.2b) with default parameters. To generate read counts for each gene, HTSeq (Version 0.6.1) was used; custom Perl scripts were used to generate a read count matrix that included all samples and replicates. Differential gene expression analysis was performed with three different methods: edgeR and DESeq2, both of which were carried out using ‘R’ (Version 3.3.2); and Cufflinks (v 2.2.1). In edgeR (v 3.16.5), differential expression was calculated via an exact test for differences between the negative binomial distribution of counts for each herbicide treatment compared with the water-only treatment. Differentially expressed gene lists generated with DESeq2 (v 1.14.1) for each herbicide treatment used an estimated variance-mean test using the negative binomial distribution. In the Cufflinks analysis, differential gene expression analysis was performed based on fragments per kilobase of exon per million fragments mapped (FPKM) values and pairwise comparisons of these FPKM values. To optimize accuracy and breadth in the analysis, genes detected as significant [adjusted *P*-value (adj*P*) ≤0.05] in at least two of the three analyses for each treatment were included. Venn diagrams were generated for differentially expressed genes among herbicide treatments using Venny 2.1 (http://bioinfogp.cnb.csic.es/tools/venny/) (Supplementary Fig. S1 at *JXB* online).

### Gene Ontology enrichment analysis

The AGI codes of the top *A. thaliana* gene accession assigned to each *E. canadensis* gene were used for Gene Ontology (GO) term enrichment analysis. Biological process GO terms that were statistically over-represented (right-sided hypergeometric test, Benjamini–Hochberg correction for multiple testing with α=0.05) in the genes lists consistently differentially expressed among 2,4-D, dicamba, and halauxifen-methyl treatments were determined using the Cytoscape plug-in ClueGO (Bindea *et al.*, 2009). For ontology enrichment, the background reference gene set included homologous *A. thaliana* genes identified in the *E. canadensis* genome that were expressed in leaf tissue. Additional parameters included a minimum of five genes per cluster and a Kappa Score of 0.4.

### Expression analysis validation (qRT–PCR)

To confirm RNA-seq results, five genes identified as differentially expressed from the RNA-seq results were validated with quantitative reverse transcription–PCR (qRT–PCR) at the 1 and 6 HAT time points (Supplementary Table S3). Total RNA was extracted from separate plants sprayed independently from those used for RNA-seq. Leaf tissue was pulverized in a lysis buffer with β-mercaptoethanol, and total RNA was extracted according to the RNeasy Plant Mini Kit protocol with slight modifications (Qiagen cat. no. 74904). To ensure removal of genomic DNA, total RNA was subjected to an RNA Clean & Concentrator kit (Zymo Research cat. no. R1013). cDNA was generated using SuperScript IV reverse transcriptase (Invitrogen cat. no. 18090050) using oligo(dT)_20_ primers (Invitrogen cat. no. 18418-020). Primers were designed using Primer3Plus and prfectBLAST (Santiago-Sotelo and Ramirez-Prado, 2012) (Supplementary Table S3). qRT–PCR was performed in a 10 µl volume and included 5 µl of SYBR green (iQ SYBR Green Supermix, Bio-Rad cat. no. 1708880), 2 µl of 1:1 mix of forward and reverse primers, and 3 µl of 1:30 diluted cDNA. Each reaction was mixed using the QIAgility liquid handling robot (Qiagen cat. no. 9001532) using a custom program. Three technical replicates were performed for each sample, and three biological replicates were performed for each herbicide by time point treatment. The relative fold change of each gene was normalized to a β-tubulin internal control gene (closest Arabidopsis homolog, AT5G23860, *TUB8*). Reaction conditions included one cycle of 3 min at 95 °C, 40 cycles of 15 s at 95 °C, and 30 s at 60 °C, and 1 min at 55 °C. A melt curve analysis confirmed the presence of a single amplified product for each reaction. Relative fold change values were calculated using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001) with Bioconductor packages NormqPCR and ReadqPCR (Perkins *et al.*, 2012). The qRT–PCR results for each selected gene were consistent with the RNA-seq expression data for each of the three analyses that were performed (Supplementary Fig. S2). The coefficient of determination (*R*^2^) values of 0.767 and 0.751 for DESeq2 and edgeR analysis methods, respectively, indicates a linear relationship between RNA-seq and qRT–PCR results.

### ABA extraction and quantification

Foliar ABA was extracted from (i) leaf tissue collected 1 and 6 HAT; (ii) leaf tissue harvested every 2–3 d after herbicide treatment (DAT) until leaf death; and (iii) leaf tissue harvested from untreated plants from which water was withheld until signs of incipient leaf death. The experimental design included three replications where a replicate represents a unique sprayed or untreated plant. Approximately 0.2 g leaf tissue was collected and immediately weighed (±0.0001 g FW). Fresh leaf tissue was chopped with scissors into a 50 ml centrifuge tube and covered with 8–10 ml of cold (–20 °C) 80% (v/v) methanol in water with added butylated hydroxytoluene. Samples were stored overnight at –20 °C and homogenized the following day. Following homogenization, 15 ng of [^2^H_6_]ABA was added as an internal standard to each tube and samples were stored at 4 °C for 24 h. An aliquot of ~3 ml was removed from each tube, taking care not to disturb the settled pellet, and added to an opaque scintillation vial. Samples were dried to completeness under a vacuum at 37 °C. ABA was resuspended in 120 µl of 2% acetic acid (v/v); the acetic acid solution was used to carefully wash the inside of the vial, taking care not to disturb any settled particulates. All liquid was removed and centrifuged in a separate tube for 3 min at 1500 rpm. A 100 µl aliquot was taken for analysis using an Agilent 6400 series triple quadrupole LC/MS (McAdam and Brodribb, 2018).

### Quantification of leaf water potential

A fully mature leaf from three plants per treatment was carefully excised 1 and 6 HAT and when incipient signs of leaf death were apparent after withholding water with a razor blade and immediately wrapped in a damp paper towel and placed into a sealed plastic bag. Leaf water potential was measured using a Scholander pressure chamber and microscope to accurately determine the balance pressure.

### Quantification of ethylene evolution

Individual plants, including roots and soil, were carefully removed from germination trays and wrapped in aluminum foil to maintain plant moisture and vigor throughout the experiment. These plants were sprayed with 2,4-D, dicamba, halauxifen-methyl, and water as described above. After application, eight treated plants were placed into 20 ml glass vials with metal caps (Agilent, Santa Clara, CA, USA, catalog # 5188-2759) and sealed with a septum (Macherey-Nagel, Bethlehem, PA, USA, catalog #702110). An internal standard of 1 µl of acetylene was manually injected into each treatment vial. At 1, 6, and 24 HAT, a 5 ml sample of gas was taken from each treatment vial and ethylene was measured with a gas chromatograph (Agilent 7890, Agilent Technologies) equipped with a flame ionization detector and a HayeSep N 80/100 mesh silcosteel 1.22 m×1.58 mm column (Agilent Technologies). The injector temperature was 126 °C and helium carrier gas flow was set to 40 ml min^−1^. After analysis, the fresh weight of treated plant material was measured and ethylene evolution was expressed in terms of fresh weight. The experimental design included three replications, where a replicate represents eight treated plants placed into a single vial.

### Statistical analysis

For pairwise comparisons of plant hormone levels and leaf water potential data, Student’s *t*-tests were performed using R version 3.4.1 (R Core Team, Vienna, Austria).

## Results and discussion

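For RNA-seq, leaf RNA was prepared from 32 *E. canadensis* rosettes. Water, 2,4-D (560 g of acid equivalent per ha), dicamba (280 g) and halauxifen-methyl (5 g) were each represented by 4 plants at 1 HAT and by 4 other plants at 6 HAT. Each plant gave 1 library. The authors trimmed the reads, mapped them to the draft genome with STAR, and counted them on the genes predicted by GeneMark with HTSeq. The paper's text does not name the counting mode or the strandedness. The deposited values are these counts for 54498 genes, without normalization, and every gene has a position in the deposited gene annotation, which lists no untranslated regions. Total counts per library ranged from 12588842 to 29111958, with a median of 18168133.5. At 1 HAT the median was 15057051.5 in water (range 12588842 to 17319675), 20407917.5 after 2,4-D (15881469 to 29111958), 20567004 after dicamba (18262586 to 21198659) and 18933992.5 after halauxifen-methyl (14576265 to 21323988). At 6 HAT it was 17914266.5 in water (16336133 to 20630627), 17067966.5 after 2,4-D (16664735 to 19185658), 18106924 after dicamba (14156290 to 19486929) and 18427934 after halauxifen-methyl (13861040 to 23388792). Where a library had 0 counts for a gene, up to 3 counts remain possible, which is 0.103 to 0.238 CPM (counts relative to the normalized library total) depending on the library. Limits of this kind cover counting error only, since the reads carried no molecular identifiers. Each herbicide was compared with water at the same time point in a separate fit of 8 libraries. Counts were normalized with edgeR's TMM method, genes with low counts were left out with its filterByExpr function (minimum count 10), and 14184 to 14528 genes were tested per comparison with the quasi-likelihood test. Genes at a Benjamini-Hochberg adjusted p of 0.05 or less were called differentially expressed. The replicate number was not used as a block, because every library came from a separate plant. Log2 CPM of all genes correlated with a Pearson r of 0.827 to 0.958 in the 48 pairs of libraries of the same group. Counts differed between these pairs by more than counting error (chi-square per degree of freedom 21.3 to 283). The first principal component of log2 CPM held 20.0% of the variance and the second 10.8%. Sequencing runs, lanes and harvest order are not named for each plant, so a batch shared by a group could not be separated from its treatment.

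**Figure D1:**
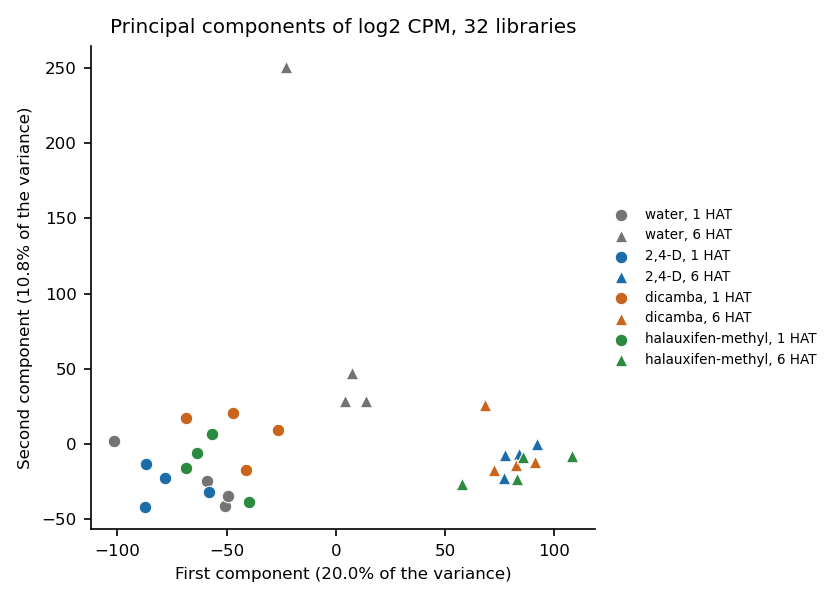
Principal components 1 and 2 of log2 CPM of the 32 libraries, colored by treatment and shaped by time point. Water 6 HAT replicate 1 lies apart from the other libraries along component 2.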

Transcriptome sequencing yielded 2.6 billion reads, >99.7% of which passed quality control measures (Supplementary Table S2). 

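Of the 54498 predicted genes, 25585 had no count in any library, 17367 passed the low-count filter over all 32 libraries, and 15643 had no *A. thaliana* hit in the annotation. The 100 genes with the highest counts held a median of 49.1% of the counts in the water libraries of 1 HAT, 48.0% after 2,4-D, 46.5% after dicamba and 48.5% after halauxifen-methyl. At 6 HAT these medians were 47.3% in water, 35.4% after 2,4-D, 32.5% after dicamba and 34.5% after halauxifen-methyl (n = 4 libraries each).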

Overall mapping rate to the genome ranged from 66% to 77% across all samples. There was a high consistency in the suite of genes differentially expressed following the application of the three auxin herbicides, suggesting that a very similar response pathway was elicited by the three synthetic auxin herbicides (Supplementary Fig. S1; Supplementary Table S3). 

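At 1 HAT, 259 of 14261 tested genes were differentially expressed after 2,4-D, 128 of them higher and 131 lower than in water. Dicamba changed 343 of 14184 genes, 174 higher and 169 lower. Halauxifen-methyl changed 25 of 14207 genes, 25 higher and 0 lower. At 6 HAT the numbers were 2817 of 14299 after 2,4-D (1471 higher, 1346 lower), 1383 of 14408 after dicamba (813 higher, 570 lower) and 2133 of 14528 after halauxifen-methyl (1242 higher, 891 lower). At an unadjusted p under 0.05, the 6 comparisons gave 756 higher and 928 lower, 1019 and 1120, 352 and 159, 2148 and 2105, 1621 and 1325, and 2101 and 1815 genes in the same order, where 709.2 to 726.4 in total are expected by chance. The median absolute log2 fold change of the differentially expressed genes was 1.91, 1.94 and 2.14 at 1 HAT and 1.26, 1.61 and 1.42 at 6 HAT. The normalization left the median log2 fold change of all tested genes between 0.00 and 0.06. Of the genes called after 2,4-D at 1 HAT, 59.8% were also called after dicamba and 98.0% had the same direction there, whereas 7.84% were also called after halauxifen-methyl, with the same direction for 80.4%. Of the genes called after dicamba, 44.7% were called after 2,4-D and 6.16% after halauxifen-methyl. Of the 25 genes called after halauxifen-methyl, 20 were called after 2,4-D and 21 after dicamba, and all 25 had the same direction in both. At 6 HAT, 46.5% of the genes of 2,4-D were also called after dicamba and 53.8% after halauxifen-methyl, with the same direction for 97.8% and 94.5%. For the genes of dicamba these shares were 93.7% after 2,4-D and 78.4% after halauxifen-methyl, and for those of halauxifen-methyl 71.6% after 2,4-D and 51.8% after dicamba. Because the 3 herbicides share 1 set of water libraries, a chance difference in water enters all 3 comparisons. DESeq2 called 672, 946 and 84 genes at 1 HAT. The count after halauxifen-methyl at 1 HAT rested on single libraries, since it fell from 25 to 1 when water 1 HAT replicate 3 was left out. From the overlap of the lists the paper proposes that the 3 herbicides elicited a very similar response pathway.

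**Figure D2:**
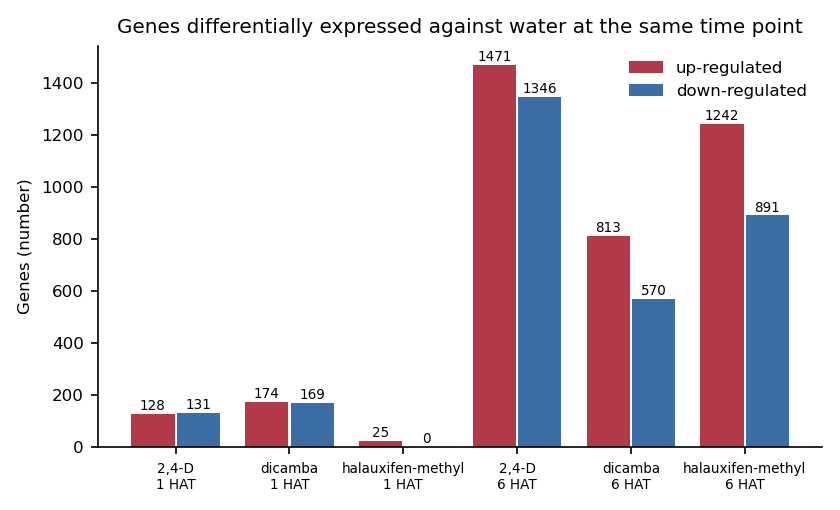
Number of differentially expressed genes per herbicide at 1 and 6 HAT, higher (up) and lower (down) than in water at the same time point.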

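At 1 HAT, 219 genes were higher than in water after at least 1 herbicide. Of these, 19 (8.68%) were higher after all 3, 70 after exactly 2 and 130 after 1. Among the 233 genes lower after at least 1 herbicide at 1 HAT, 0 were lower after all 3, 67 after exactly 2 and 166 after 1. At 6 HAT, 605 of 1916 genes (31.6%) were higher after all 3 herbicides, 400 after exactly 2 and 911 after 1. On the lower side 407 of 1586 genes (25.7%) were shared by all 3, 407 by exactly 2 and 772 by 1. No gene was called in opposite directions by 2 herbicides at 1 HAT, and 14 were at 6 HAT. Of the 19 genes higher after all herbicides at 1 HAT, 16 were also among the 605 at 6 HAT. In 20 simulated data sets with unchanged herbicide groups compared with the same water group, 0 genes were called in any comparison. The number of shared genes was therefore bound to be 0, and the simulations do not test the overlap.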

The enrichment of the GO Biological Process terms associated with the *E. canadensis* genes consistently differentially expressed across the three auxin herbicide treatments at both 1 and 6 HAT illustrates principal clusters of enriched GO terms (Fig. 1). 

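All 19 genes that passed the threshold after 2,4-D, dicamba and halauxifen-methyl at 1 HAT were higher than in water. In the authors' annotation 9 of the 19 carried the words auxin, indole-3-acetic acid or SAUR, against 94 of all 13588 genes tested in the 3 comparisons (odds ratio 142, Fisher's exact test, p = 2.14e-15). The word list stood in for GO terms and was fixed before the data were examined. IAA13 (HW_49852_g, on a contig of the draft genome from 13133 to 16125) had 33.4 ± 4.95 CPM in water, 105 ± 21.5 after 2,4-D, 149.8 ± 14.0 after dicamba and 123 ± 36.7 after halauxifen-methyl (mean ± SD, n = 4 libraries). Its log2 fold changes were 1.67, 2.17 and 1.90 (standard errors 0.19, 0.18 and 0.24, adjusted p = 0.00136, 6.65e-05 and 0.0149 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IAA29 (HW_50873_g, from 17925 to 19497 on its contig) rose from 10.4 ± 4.39 CPM to 64.8 ± 7.46, 144.8 ± 72.0 and 104 ± 32.9, with log2 fold changes of 2.65, 3.79 and 3.33 (standard errors 0.29, 0.45 and 0.35, adjusted p = 0.000904, 0.000977 and 0.00689 from the same edgeR test and adjustment). For both genes every herbicide library exceeded every water library (exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The auxin-annotated genes also included 6 genes with the best hit AT4G38840, a SAUR-like gene (HW_20619_g, HW_20620_g, HW_35843_g, HW_44019_g, HW_5327_g and HW_748_g). Their log2 fold changes lay between 1.73 and 3.06 after 2,4-D, 2.10 and 3.28 after dicamba, and 2.10 and 3.21 after halauxifen-methyl. SAUR22 (HW_40710_g) was the ninth, with 2.51, 1.99 and 3.16. The other genes were AT1G67900 (HW_12722_g; 2.10, 2.57 and 2.41), AT5G62280 (HW_13374_g; 1.59, 2.14 and 2.21), AT1G69160 (HW_19198_g; 1.46, 2.38 and 2.26), EXPA8 (HW_23310_g; 1.11, 1.97 and 1.51), AT1G53163 (HW_37494_g; 2.38, 2.73 and 3.10), MAKR6 (HW_3793_g; 1.44, 1.64 and 1.53), AT1G53190 (HW_54465_g; 1.21, 1.80 and 1.37) and ATAUX2-11 (HW_4976_g; 1.04, 1.33 and 1.51), an AUX/IAA gene whose description lacks the 3 words. RAP2.7 (HW_424_g) had 0 counts in water and was at least 14.9-fold higher after 2,4-D, at least 28.8-fold after dicamba and at least 15.2-fold after halauxifen-methyl. ZFP7 (HW_27793_g) had 0 to 2 counts in water and was at least 11.9-fold, 46.3-fold and 29.2-fold higher. The number of shared genes was 49 with DESeq2 and 42 with edgeR's exact test. It fell from 19 to 1 without water 1 HAT replicate 3, and the Fisher's exact test then gave p = 1.

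**Figure D3:**
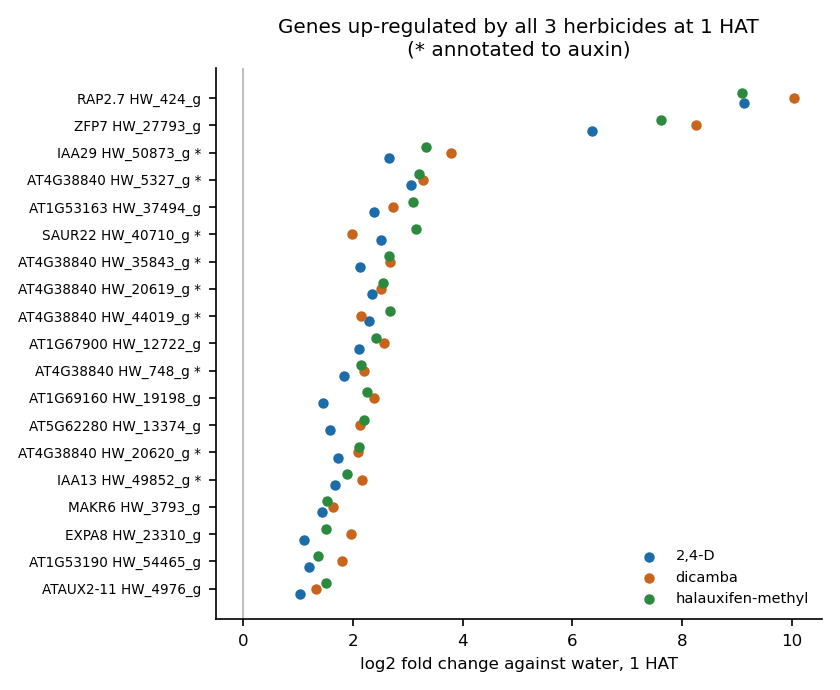
Log2 fold change at 1 HAT of the 19 genes higher after all 3 herbicides. RAP2.7 and ZFP7 had at most 2 counts in every water library, so their fitted values depend on the prior count.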

At 1 HAT, the 48 genes up-regulated in all treatments were simplified to a single cluster that included GO terms including the response to auxin and the auxin-activated signaling pathway (Fig. 1). This finding is consistent with other studies that have found that auxin herbicides are perceived by endogenous auxin receptors and the endogenous auxin signaling pathway (Walsh *et al.*, 2006; Gleason *et al.*, 2011).

**Fig. 1.**
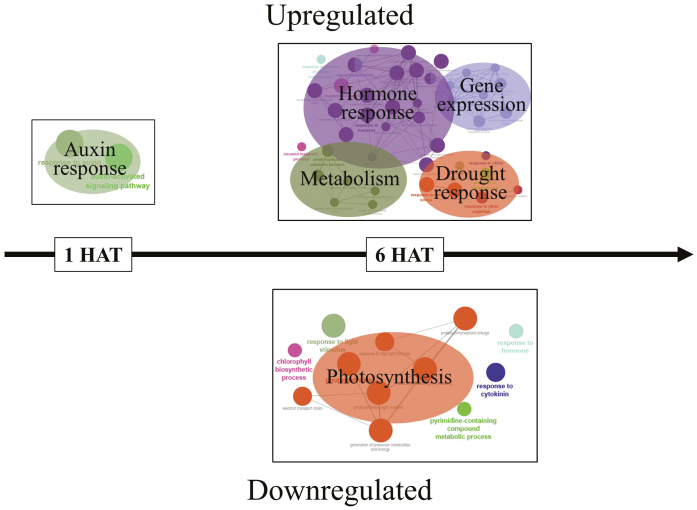
Transcriptomic analysis indicates up-regulation of hormone response genes and the whole-scale down-regulation of genes associated with photosynthesis following auxin herbicide application in *Erigeron canadensis.* Functionally grouped biological process GO terms specific for *E. canadensis* genes up-regulated (top) or down-regulated (bottom) following the application of three synthetic auxin herbicides (2,4-D, dicamba, and halauxifen-methyl) 1 h after herbicide treatment (HAT) and 6 HAT. The node size represents the term enrichment significance. Individual node labels and genes are described in Supplementary Table S4.

There were no genes down-regulated by the halauxifen-methyl treatment at 1 HAT and, therefore, no GO term enrichment was conducted for the collective auxin herbicide response for down-regulated genes at that time point. 

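After halauxifen-methyl 0 genes were lower than in water at an adjusted p of 0.05 at 1 HAT, and 159 were lower at an unadjusted p under 0.05. The count stayed at 0 under edgeR's exact test, under the size factors of DESeq2 and under both other low-count filters. It was not 0 under every alternative, since DESeq2, for example, called 6 genes lower and a single fit of all 32 libraries called 1. The test of 2,4-D against halauxifen-methyl at 1 HAT called 69 genes, 61 higher and 8 lower after 2,4-D, and that of dicamba against halauxifen-methyl called 51, 46 higher and 5 lower after dicamba.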

By 6 HAT, canalization in the profile of differentially expressed genes had occurred across the herbicide treatments (Supplementary Fig. S1). 

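Across the 13588 genes tested in all 3 comparisons at 1 HAT, the log2 fold changes correlated with r = 0.453 between 2,4-D and dicamba, 0.432 between 2,4-D and halauxifen-methyl, and 0.567 between dicamba and halauxifen-methyl (Spearman rho 0.328, 0.391 and 0.558). Across 13833 genes at 6 HAT, r was 0.873, 0.809 and 0.855 (rho 0.80, 0.751 and 0.791). These correlations are across genes, which are not independent replicates. The shared water libraries alone gave a mean r of 0.50 (0.478 to 0.520) at 1 HAT and 0.491 (0.474 to 0.511) at 6 HAT in 20 simulated data sets with unchanged herbicide groups. All 3 log2 fold changes had the same sign for 46.3% of the genes at 1 HAT and 70.4% at 6 HAT, against 50.1% and 50.7% in the simulations. Fitting the genes without a low-count filter lowered r at 6 HAT to 0.753, 0.728 and 0.777, and DESeq2 to 0.727, 0.70 and 0.759. Tests between the herbicides do not use the water libraries. At 1 HAT, 30 genes differed between 2,4-D and dicamba (21 higher and 9 lower after 2,4-D), with 2323 at an unadjusted p under 0.05 and 719.9 expected by chance. The number ranged from 5 to 247 with 1 library left out, and DESeq2 called 935 genes at 1 HAT and 274 at 6 HAT for this pair. At 6 HAT, 75 genes differed between 2,4-D and dicamba (60 higher and 15 lower), 1175 between 2,4-D and halauxifen-methyl (433 higher and 742 lower), and 72 between dicamba and halauxifen-methyl (32 higher and 40 lower). With no adjustment the tests at 6 HAT gave, at a p under 0.05, 1210, 3004 and 1374 genes, with 723.1, 731.1 and 736 expected by chance. With 1 library left out at 6 HAT, the number between 2,4-D and dicamba ranged from 31 (without 2,4-D replicate 3) to 158 (without dicamba replicate 3). Between 2,4-D and halauxifen-methyl it ranged from 706 to 1762, and between dicamba and halauxifen-methyl from 23 to 77.

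**Figure D4:**
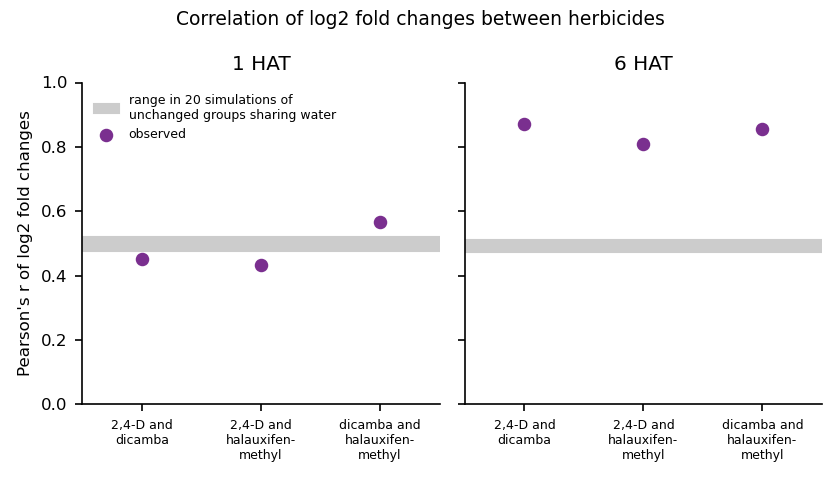
Pearson correlation of the log2 fold changes of pairs of herbicides at 1 and 6 HAT. Gray bands show the range of 20 simulated data sets in which unchanged groups share the water libraries.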

The 734 genes up-regulated by the synthetic auxin herbicides at 6 HAT generated the most complex GO term network, although this network yielded only three major clusters: gene expression, hormone signaling, and metabolism (Fig. 1). 

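The 605 genes higher after all 3 herbicides at 6 HAT included 32 auxin-annotated genes. Of the auxin-annotated genes tested, 43 of 97 were higher and 7 lower after 2,4-D, 36 of 99 and 5 after dicamba, and 36 of 103 and 6 after halauxifen-methyl. Adjusted over the list alone, 43, 36 and 42 were higher. The whole set was higher in the camera test with an inter-gene correlation of 0.01 (adjusted p = 6.5e-07, 4.9e-08 and 1.0e-06), a call that held under fry and was not kept when the correlation was estimated from the libraries (adjusted p = 0.0543, 0.0914 and 0.0543). GH3.1 (HW_8261_g, an auxin-responsive GH3 gene from 6854 to 8970 on its contig) was among the 3 genes with the highest mean log2 fold change of those past the threshold under all herbicides. It rose from 0.838 ± 0.728 CPM in water to 4185 ± 591 after 2,4-D, 2665 ± 1007 after dicamba and 2524 ± 423 after halauxifen-methyl (mean ± SD, n = 4 libraries), a log2 fold change of 12.26, 11.62 and 11.52 (standard errors 0.53, 0.69 and 0.65, adjusted p = 1.31e-07, 5.06e-06 and 1.25e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TT4 (HW_45806_g, a chalcone synthase gene) had 0 counts in every water library. It was at least 26.2-fold higher after 2,4-D, at least 31.4-fold after dicamba and at least 824-fold after halauxifen-methyl. HW_33977_g, which has no *A. thaliana* hit, also had 0 counts in water and was at least 40.4-fold, 39.9-fold and 46.2-fold higher.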

Analysis of the 516 genes consistently down-regulated by all three auxin herbicides at 6 HAT revealed one major network: photosynthesis (Fig. 1). 

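A list of words for photosystems, light harvesting, electron transfer, carbon fixation and chlorophyll synthesis, fixed before the data were examined, picked 175 genes of the annotation, of which 107 or 108 were tested per comparison. At 6 HAT, 57 of them were lower and 3 higher than in water after 2,4-D, 36 lower and 0 higher after dicamba, and 46 lower and 1 higher after halauxifen-methyl. Adjusted over the list alone, 75, 48 and 63 were lower. Their median log2 fold change was -0.84, -0.72 and -0.99. In the camera test with an inter-gene correlation of 0.01 the set was lower, with adjusted p = 9.0e-19, 8.2e-23 and 5.3e-18. These calls held under fry, and with the correlation estimated from the libraries the adjusted p rose to 0.144, 0.0914 and 0.144. The lowest mean log2 fold changes among the genes lower after all herbicides, with every herbicide library below every water library, were those of GDU2, CYP706A6 and AT5G38790. GDU2 (HW_36827_g, from 47506 to 47925 on its contig) fell from 7.14 ± 3.79 CPM (SD, n = 4) in water to at most 2 counts after 2,4-D and 0 after halauxifen-methyl, at least 41.7-fold and 34.2-fold lower, and had a log2 fold change of -3.96 after dicamba (standard error 0.94, adjusted p = 0.0212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CYP706A6 (HW_8595_g, from 60 to 1420 on its contig) was at least 59.5-fold lower after 2,4-D and at least 60.3-fold lower after dicamba, with 10.2 ± 4.51 CPM in water. Its log2 fold change after halauxifen-methyl was -5.50 (standard error 0.69, adjusted p = 0.000602, same edgeR test and adjustment). AT5G38790 (HW_8551_g, from 7998 to 8429 on its contig) had 8.80 ± 3.86 CPM in water and log2 fold changes of -7.22, -5.90 and -6.52 (standard errors 1.02, 1.06 and 1.02, adjusted p = 0.000381, 0.00411 and 0.00222, same edgeR test and adjustment).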

The down-regulation of the expression of 52 key genes related to photosynthetic processes included genes critical for many key photosynthetic processes. These included genes related to the function of both photosystems, the Calvin cycle, light-harvesting complexes, the electron transport chain, and chlorophyll biosynthesis (Table 1). 

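Table 1 lists 51 horseweed genes. At 6 HAT all 51 had a log2 fold change below 0 after each herbicide. After 2,4-D 50 were lower at an adjusted p of 0.05 or less, after dicamba 50, after halauxifen-methyl 45, and after all 3 herbicides 45 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every herbicide library was below every water library for 47, 50 and 49 of the genes, where 4 against 4 separate completely by chance with p = 0.0286 (exact permutation test). The median log2 fold change was -1.25 after 2,4-D, -1.22 after dicamba and -1.47 after halauxifen-methyl. The genes were chosen by the study from these libraries, so their number is not independent evidence. LHB1B1 (HW_4678_g, light-harvesting complex II subunit B1, from 1524 to 2192 on its contig) had the largest mean change. It fell from 179.8 ± 62.4 CPM in water to 4.18 ± 1.99 after 2,4-D, 3.43 ± 1.54 after dicamba and 6.60 ± 5.72 after halauxifen-methyl (mean ± SD, n = 4 libraries). The log2 fold changes were -5.44, -5.70 and -4.78 (standard errors 0.43, 0.41 and 0.70, adjusted p = 5.38e-06, 1.36e-05 and 0.00142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn they stayed within -5.67 to -5.16, -6.07 to -5.51 and -5.52 to -4.41. PETC (HW_46113_g, from 16226 to 18149 on its contig) had the smallest mean change, from 3079 ± 674 CPM to 2046 ± 255, 1724 ± 348 and 1735 ± 495. Its log2 fold changes were -0.58, -0.83 and -0.84 (standard errors 0.18, 0.22 and 0.26, adjusted p = 0.0431, 0.0369 and 0.0569, same edgeR test and adjustment). The number lower after all 3 herbicides was 51 with DESeq2 and 24 without water 6 HAT replicate 2.

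**Figure D5:**
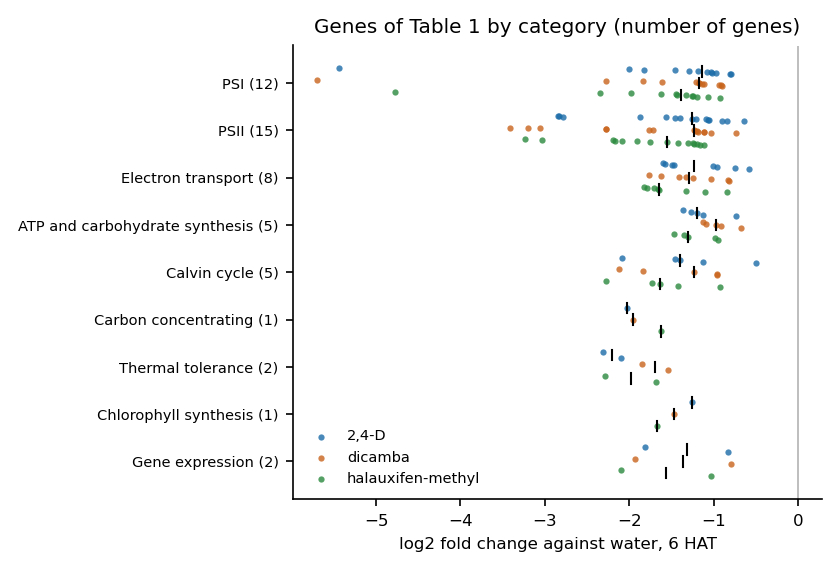
Log2 fold change of the 51 Table 1 genes under each herbicide at 6 HAT by category, 1 point per gene. Black ticks mark the medians of each category.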

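Of 12 photosystem I genes 10 were lower after all 3 herbicides at 6 HAT, with median log2 fold changes of -1.13, -1.18 and -1.38 after 2,4-D, dicamba and halauxifen-methyl. For photosystem II the number was 13 of 15 (-1.25, -1.23 and -1.55), for electron transport 7 of 8 (-1.24, -1.29 and -1.65), for ATP and carbohydrate synthesis 5 of 5 (-1.19, -0.98 and -1.31) and for the Calvin cycle 4 of 5 (-1.40, -1.24 and -1.63). The categories with 1 or 2 genes were carbon concentrating (1 of 1), thermal tolerance (2 of 2), chlorophyll synthesis (1 of 1; -1.25, -1.47 and -1.68) and gene expression (2 of 2). Besides PETC, 5 genes missed the threshold after at least 1 herbicide. PSAL (HW_33889_g) had a log2 fold change of -0.92 after halauxifen-methyl (standard error 0.29, adjusted p = 0.0631 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For AT3G08920 (HW_34450_g) the change after halauxifen-methyl was -1.20 (standard error 0.44, adjusted p = 0.105, same edgeR test and adjustment). PSB28 (HW_3815_g) changed by -0.74 after dicamba and -1.16 after halauxifen-methyl (standard errors 0.21 and 0.36, adjusted p = 0.0517 and 0.0557, same edgeR test and adjustment). LHCB5 (HW_53979_g) fell by 2.08 on the log2 scale after halauxifen-methyl (standard error 0.64, adjusted p = 0.0561, same edgeR test and adjustment). RBCS1B (HW_20259_g) changed by -0.50 after 2,4-D and -0.93 after halauxifen-methyl (standard errors 0.19 and 0.30, adjusted p = 0.102 and 0.0691, same edgeR test and adjustment). All libraries of these 5 genes were lower than every water library in the named comparisons except for RBCS1B after 2,4-D.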

The primary mode of action of auxin herbicides may not be targeting any particular or specific component of photosynthesis, like the well-known herbicides paraquat (which inhibits electron transfer within PSI) or atrazine (which specifically targets plastoquinone binding in PSII) (Shimabukuro and Swanson, 1969; Dodge and Harris, 1970), but rather may trigger a whole-scale down-regulation of all components of photosynthesis. Whether this whole-scale down-regulation of key genes for photosynthetic function is directly the result of auxin or acts via other plant hormones is a possibility that requires further investigation, but is likely to be a major mechanism by which auxin herbicide application leads to plant death.

**Table 1.** Mean log fold change (logFC) in the expression of *Erigeron canadensis* genes related to photosynthetic processes that were consistently down-regulated in response to the application of three synthetic auxin herbicides (2,4-D, dicamba, and halauxifen-methyl) 6 h after herbicide treatment

*Erigeron canadensis* gene ID	Annotation	BLAST E-value	Arabidopsis	Gene ID	Dicamba	Halauxifen- methyl	2,4-D
**PSI**							
HW_16037_g	PSI subunit E-2	1.69E-40	AT2G20260	*PSAE-2*	–1.60668	–1.64104	–1.4536
HW_48562_g	PSI subunit F	1.70E-111	AT1G31330	*PSAF*	–1.16121	–1.26456	–0.98346
HW_9242_g	PSI subunit H-1	2.05E-70	AT3G16140	*PSAH-1*	–1.17022	–1.29681	–1.08693
HW_33889_g	PSI subunit l	5.87E-104	AT4G12800	*PSAL*	–0.91515	–0.96488	–0.77821
HW_31687_g	PSI reaction center subunit PSI-N, chloroplast, putative/PSI-N, putative (PSAN)	5.36E-73	AT5G64040	*PSAN*	–1.19443	–1.45038	–1.09003
HW_10539_g	PSI type III Chl *a*/*b*-binding protein	7.02E-163	AT1G61520	*LHCA3*	–2.22354	–2.30984	–1.9535
HW_42835_g	PSI type III Chl *a*/*b*-binding protein	1.62E-161	AT1G61520	*LHCA3*	–0.89255	–1.13674	–0.87659
HW_4678_g	Light-harvesting chlorophyll–protein complex II subunit B1	3.81E-74	AT2G34430	*LHB1B1*	–5.64799	–4.75468	–5.45167
HW_47482_g	Light-harvesting chlorophyll–protein complex I subunit A4	2.79E-152	AT3G47470	*LHCA4*	–1.82566	–2.00102	–1.83264
HW_24247_g	Rhodanese/cell cycle control phosphatase superfamily protein	1.78E-48	AT2G42220		–1.20809	–1.5702	–1.43429
HW_34450_g	Rhodanese/cell cycle control phosphatase superfamily protein	1.63E-81	AT3G08920		–0.90287	–1.22676	–1.20918
HW_8257_g	Thylakoid rhodanese-like protein	1.23E-130	AT4G01050	*TROL*	–1.09777	–1.34657	–1.06723
**PSII**							
HW_3815_g	PSII reaction center PSB28 protein	7.92E-67	AT4G28660	*PSB28*	–0.72277	–1.19023	–0.66968
HW_34248_g	PSII subunit O-2	0.00E+00	AT3G50820	*PSBO2*	–1.10818	–1.30558	–1.06907
HW_52495_g	PSII subunit P-1	1.95E-103	AT1G06680	*PSBP-1*	–1.00943	–1.21259	–0.89012
HW_49334_g	PSII subunit Q-2	1.36E-106	AT4G05180	*PSBQ-2*	–1.08268	–1.28959	–1.06212
HW_44270_g	PSII light-harvesting complex protein 2.1	1.77E-173	AT2G05100	*LHCB2.1*	–1.73548	–1.92219	–1.38791
HW_44269_g	PSII light-harvesting complex protein 2.2	2.82E-179	AT2G05070	*LHCB2.2*	–2.29512	–2.24142	–1.91361
HW_39414_g	Light-harvesting complex PSII	9.81E-157	AT3G08940	*LHCB4.2*	–1.15774	–1.16205	–0.87397
HW_53979_g	Light-harvesting complex of PSII 5	1.32E-59	AT4G10340	*LHCB5*	–2.08755	–1.95895	–1.51739
HW_13989_g	Light-harvesting complex of PSII 5	1.23E-121	AT4G10340	*LHCB5*	–1.13005	–1.73818	–1.36219
HW_48222_g	Light-harvesting complex of PSII 5	5.44E-152	AT4G10340	*LHCB5*	–1.2222	–1.4342	–1.25446
HW_28848_g	Serine/threonine-kinase pakA-like protein	3.12E-46	AT3G15095	*HCF243*	–3.02674	–2.32637	–2.8792
HW_6455_g	Chl *a*/*b*-binding protein 2	2.22E-167	AT1G29920	*CAB2*	–3.416	–3.24033	–2.81991
HW_36583_g	Chl *a*/*b*-binding protein 2	3.02E-158	AT1G29920	*CAB2*	–3.012	–2.92871	–2.67951
HW_46472_g	Light-harvesting Chl *b*-binding protein 3	1.42E-176	AT5G54270	*LHCB3*	–3.416	–3.24033	–2.81991
HW_26094_g	Light-harvesting complex PSII subunit 6	6.32E-151	AT1G15820	*LHCB6*	–1.68159	–1.53985	–1.19332
**Electron transport**							
HW_30946_g	2Fe–2S ferredoxin-like superfamily protein	2.10E-57	AT1G60950	*FED A*	–1.62827	–1.83487	–1.61536
HW_30945_g	2Fe–2S ferredoxin-like superfamily protein	1.75E-40	AT1G60950	*FED A*	–1.5311	–1.55179	–1.36328
HW_30799_g	High cyclic electron flow 1	0.00E+00	AT3G54050	*HCEF1*	–1.31364	–1.79291	–1.47226
HW_46113_g	Photosynthetic electron transfer C	3.20E-112	AT4G03280	*PETC*	–0.83696	–0.91175	–0.64561
HW_7585_g	NDH-dependent cyclic electron flow 1	4.43E-81	AT3G16250	*PnsB3*	–1.34119	–1.69163	–1.60495
HW_6988_g	2Fe–2S ferredoxin-like superfamily protein	3.01E-34	AT4G14890	*FdC1*	–1.00388	–1.06538	–0.80869
HW_10771_g	Pyridine nucleotide-disulfide oxidoreductase family protein	0.00E+00	AT1G74470		–1.23119	–1.66043	–0.95949
HW_42602_g	Protein containing PDZ domain, a K-box domain, and a TPR region	5.83E-147	AT1G55480	*ZKT*	–0.81759	–1.36575	–1.08815
**ATP and carbohydrate synthesis**							
HW_48988_g	F-type H-transporting ATPase subunit delta	2.12E-89	AT4G09650	*ATPD*	–1.09461	–1.31901	–1.27576
HW_715_g	ATPase, F1 complex, gamma subunit protein	0.00E+00	AT4G04640	*ATPC1*	–0.67819	–0.9783	–0.76126
HW_51130_g	ADP glucose pyrophosphorylase 1	0.00E+00	AT5G48300	*ADG1*	–1.04462	–1.49256	–1.22244
HW_12082_g	Pyruvate kinase family protein	4.04E-118	AT3G52990		–0.96522	–1.30784	–1.09865
HW_36948_g	Glycosyl transferase, family 35	0.00E+00	AT3G29320	*PHS1*	–0.90018	–1.01497	–1.38361
**Calvin cycle**							
HW_31087_g	Phosphoribulokinase	0.00E+00	AT1G32060	*PRK*	–0.91459	–1.42335	–1.4587
HW_32431_g	Rubisco (small chain) family protein	2.05E-103	AT5G38430	*RBCS1B*	–2.11033	–1.73922	–1.17414
HW_20259_g	Rubisco (small chain) family protein	1.09E-102	AT5G38430	*RBCS1B*	–0.93894	–0.96644	–0.54165
HW_15482_g	Sedoheptulose-bisphosphatase	0.00E+00	AT3G55800	*SBPASE*	–1.21224	–1.61282	–1.38584
HW_3712_g	Fructose-bisphosphate aldolase 2	0.00E+00	AT4G38970	*FBA2*	–1.7884	–2.27548	–2.07169
**Carbon concentrating**							
HW_34543_g	alpha-Carbonic anhydrase 1	2.16E-76	AT3G52720	*CA1*	–1.97886	–1.64024	–2.01499
**Thermal tolerance**							
HW_2391_g	Fatty acid desaturase 5	8.64E-107	AT3G15850	*FAD5*	–1.52487	–2.2455	–2.30328
HW_49631_g	Fatty acid desaturase 5	8.97E-96	AT3G15850	*FAD5*	–1.75132	–1.68668	–2.11965
**Chlorophyll synthesis**							
HW_46247_g	Magnesium-chelatase subunit chlH, chloroplast, putative/Mg-protoporphyrin IX chelatase, putative (CHLH)	0.00E+00	AT5G13630	*GUN5*	–1.43737	–1.74361	–1.30458
**Gene expression**							
HW_20063_g	Sigma factor A	0.00E+00	AT1G64860	*SIGA*	–1.93346	–2.14484	–1.85543
HW_25442_g	Ribosomal protein L23AB	5.08E-22	AT3G55280	*RPL23AB*	–0.82058	–1.10878	–0.86017

The unique *Erigeron canadensis* gene ID and annotation based on the most closely associated Arabidopsis gene identified by BLAST is presented

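The NCED gene measured by qRT-PCR is HW_34273_g, on a contig of the draft genome from 20307 to 22049 on the plus strand in 1 exon. Its best *A. thaliana* hit in the authors' annotation is NCED5 (AT1G30100), and no other horseweed gene has that hit. At 1 HAT it had 0.510 ± 0.194 CPM in water, 18.8 ± 4.55 after 2,4-D, 16.5 ± 3.38 after dicamba and 7.97 ± 6.93 after halauxifen-methyl (mean ± SD, n = 4 libraries). At 6 HAT these means were 0.740 ± 0.532 in water, 13.9 ± 5.55 after 2,4-D, 7.12 ± 2.93 after dicamba and 5.28 ± 1.02 after halauxifen-methyl. The water libraries held 3 to 12 counts at 1 HAT and 0 to 19 at 6 HAT. In all 6 comparisons every herbicide library exceeded every water library (exact permutation test, p = 0.0286). The log2 fold change at 1 HAT was 5.18 after 2,4-D (standard error 0.39, adjusted p = 8.95e-05), 4.98 after dicamba (0.43, adjusted p = 9.45e-05) and 3.95 after halauxifen-methyl (0.69, adjusted p = 0.0799), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 6 HAT the same test gave 4.25 after 2,4-D (0.76, adjusted p = 0.00197), 3.28 after dicamba (0.94, adjusted p = 0.0521) and 2.83 after halauxifen-methyl (0.91, adjusted p = 0.0654; edgeR, Benjamini-Hochberg). Without water 6 HAT replicate 1, the library with 0 counts, the values at 6 HAT became 3.84, 2.86 and 2.42 (adjusted p = 1.45e-05, 0.00732 and 0.00369 from the same edgeR test). With any other library left out, the adjusted p at 6 HAT lay between 0.0541 and 0.148 after dicamba and between 0.103 and 0.170 after halauxifen-methyl. DESeq2 called the gene in all 6 comparisons, with its highest adjusted p, 0.000911, after halauxifen-methyl at 6 HAT (Wald test, Benjamini-Hochberg). In the fixed list of NCED genes (NCED2, 3, 4, 5, 6 and 9), 15 horseweed genes are annotated and 3 or 4 were tested per comparison. Past the threshold were 1, 1 and 0 genes at 1 HAT and 1, 0 and 0 at 6 HAT. At an unadjusted p under 0.05 the numbers were 1, 2 and 1, then 1, 1 and 3. Adjusted over the list alone, 1, 2 and 1 genes were higher at 1 HAT and 1, 1 and 2 at 6 HAT, and 1 was lower after halauxifen-methyl at 6 HAT. The genes called in this way besides HW_34273_g had the best hit NCED4 (HW_13601_g and HW_33543_g). HW_373_g, the gene with the best hit NCED3, had log2 fold changes of -0.78, -0.23 and -0.45 at 1 HAT and 0.55, 0.16 and -0.51 at 6 HAT (lowest adjusted p = 0.542 from the same edgeR test).

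**Figure D6:**
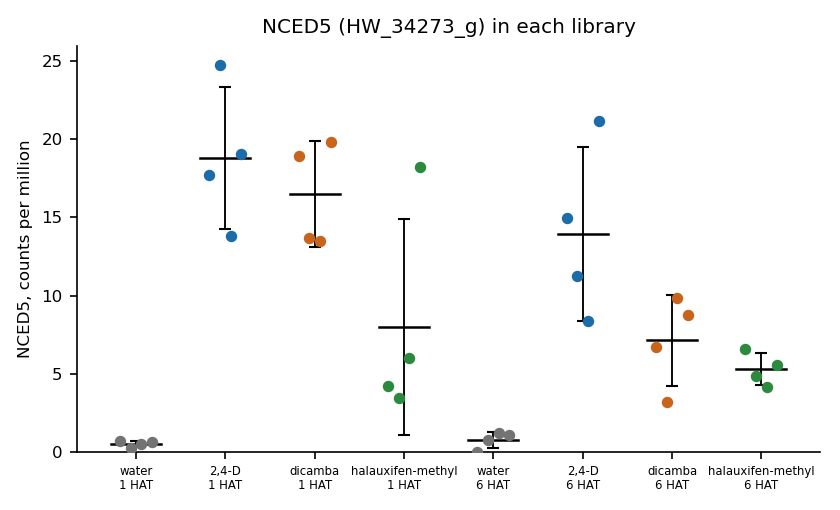
CPM of HW_34273_g (NCED5) in each library at 1 and 6 HAT. Bars show the mean of 4 libraries and error bars the SD.

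**Figure D7:**
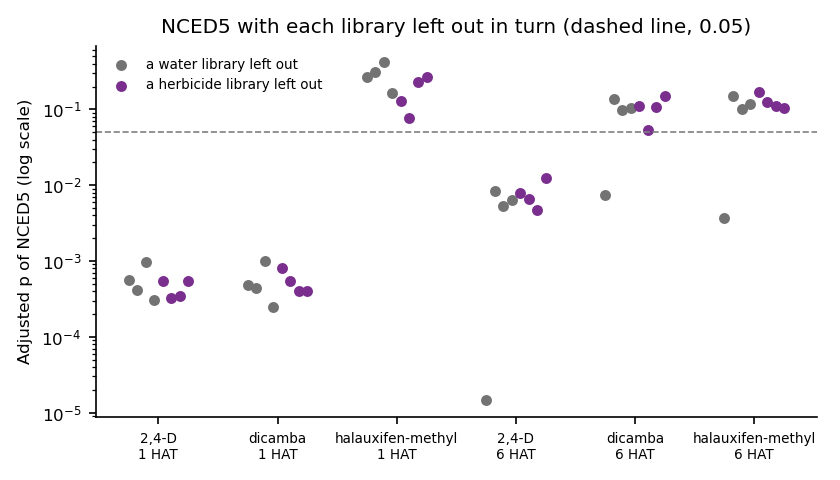
Adjusted p of HW_34273_g (log scale) with each library left out in turn, per comparison. The dashed line marks 0.05.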

At 1 and 6 HAT, the *E. canadensis* homolog of *A. thaliana NCED3* was consistently up-regulated by all three synthetic auxin herbicides (Supplementary Table S5). In contrast, no significant differential expression in any major ethylene biosynthesis genes, including *ACS*, was observed at 1 HAT and only a slight increase was observed in *ACS6* at 6 HAT (Supplementary Table S6). 

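The fixed list of ethylene biosynthesis genes, chosen by best hit and annotation words, holds 17 horseweed genes, of which 9 or 10 were tested per comparison. At 1 HAT 0 passed the threshold under any herbicide. At an unadjusted p under 0.05 there were 2 after 2,4-D, 0 after dicamba and 0 after halauxifen-methyl, and adjusted over the list alone 2 were lower after 2,4-D. The lowest adjusted p at 1 HAT was 0.0911, 0.342 and 1.00 in that order (edgeR's quasi-likelihood test, Benjamini-Hochberg). DESeq2 called 2 genes of the list after 2,4-D at 1 HAT, and edgeR's exact test 1. At 6 HAT, 2 genes were higher and 4 lower after 2,4-D, 2 and 2 after dicamba, and 3 and 2 after halauxifen-methyl. At an unadjusted p under 0.05 the numbers were 6, 5 and 7, and adjusted over the list alone 2 and 4, 2 and 2, and 3 and 4. ACS6 (HW_42905_g, from 3261 to 4239 on its contig, 1 exon) had 114 ± 41.1 CPM in water at 1 HAT, 60.2 ± 14.2 after 2,4-D, 115 ± 26 after dicamba and 92.4 ± 53.2 after halauxifen-methyl (mean ± SD, n = 4 libraries). The log2 fold changes were -0.89, 0.02 and -0.28 (adjusted p = 0.160, 0.982 and 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 6 HAT the gene had 35.0 ± 15.8 CPM in water, 73.7 ± 24.8 after 2,4-D, 76.5 ± 13.7 after dicamba and 95.6 ± 15.9 after halauxifen-methyl. The log2 fold changes were 1.09, 1.15 and 1.45 (standard errors 0.34, 0.33 and 0.34, adjusted p = 0.0444, 0.0489 and 0.0160, same edgeR test and adjustment). Every herbicide library exceeded every water library (exact permutation test, p = 0.0286). With 1 library left out the adjusted p passed 0.05 in 6 of 8 fits after 2,4-D (highest 0.140), in 6 of 8 after dicamba (highest 0.132) and in 1 of 8 after halauxifen-methyl (0.0525, without water 6 HAT replicate 3). Among the ACC oxidases, EFE HW_34088_g had the highest expression and rose at 6 HAT from 2632 ± 185 CPM in water to 7782 ± 558, 8442 ± 1288 and 9347 ± 3395, with log2 fold changes of 1.57, 1.70 and 1.81 (adjusted p = 8.14e-06, 0.000212 and 0.00138, same edgeR test and adjustment). EFE HW_15637_g fell, from 21.4 ± 2.57 CPM to 3.21 ± 2.17, 2.41 ± 1.51 and 3.61 ± 0.741, with log2 fold changes of -2.73, -3.15 and -2.58 (adjusted p = 0.00163, 0.00196 and 0.000162, same edgeR test and adjustment). ACS10 (HW_7316_g) changed by -1.83, -1.22 and -1.89 (adjusted p = 0.000105, 0.0243 and 0.00969, same edgeR test and adjustment). Its *A. thaliana* hit is named ACC synthase 10, while its best hit in the non-redundant protein database is named only as an aminotransferase. The annotation therefore does not show that it makes ACC. AT1G77330 (HW_29455_g) changed by -1.33 after 2,4-D, 0.01 after dicamba and 0.96 after halauxifen-methyl (adjusted p = 9.09e-05, 0.991 and 0.0207, same edgeR test and adjustment). AT3G26115 (HW_48218_g), 1 of the 4 genes lower after 2,4-D at 6 HAT, changed by -0.66, -0.59 and -0.84 (adjusted p = 0.0450, 0.202 and 0.0796, same edgeR test and adjustment). It entered the list by annotation words and is annotated as an ACC deaminase or D-cysteine desulfhydrase, not as an ACC synthase or oxidase.

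**Figure D8:**
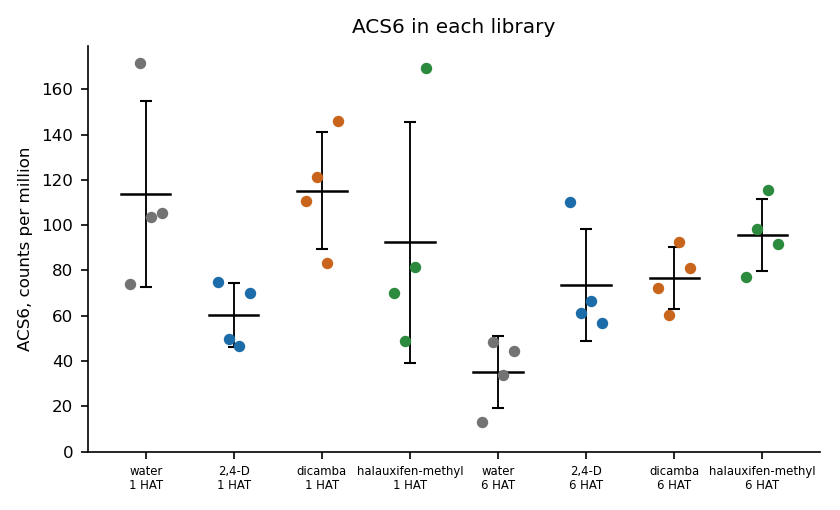
CPM of ACS6 in each library at 1 and 6 HAT. Bars show the mean of 4 libraries and error bars the SD.

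**Figure D9:**
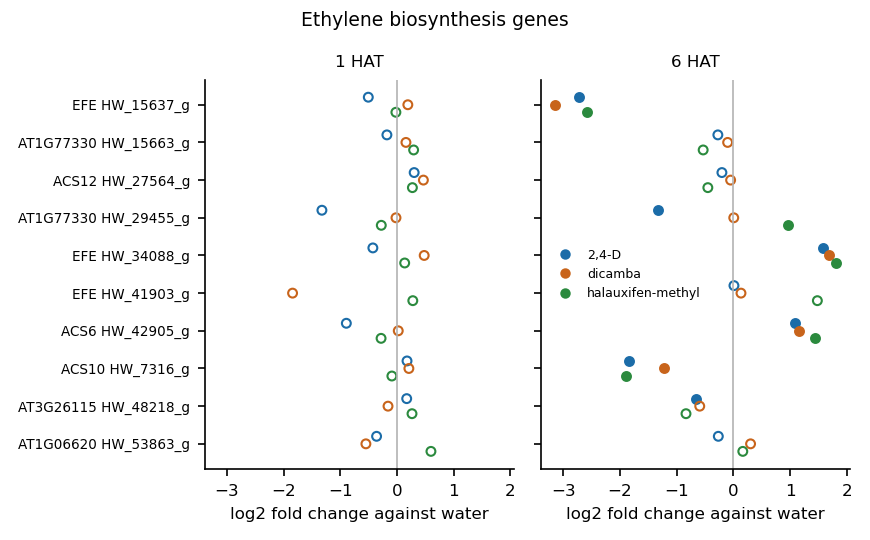
Log2 fold change of the tested ethylene biosynthesis genes at 1 and 6 HAT. Filled symbols mark an adjusted p under 0.05 and open symbols a higher one.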

Reflecting a minimal impact of auxin herbicides on ethylene homeostasis in *E. canadensis*, there was an inconsistent increase in ethylene levels across herbicides, with a significant change observed in response to the application of 2,4-D and dicamba, at 24 HAT. Consistent up-regulation of *NCED* across all synthetic herbicide treatments relative to the control at 1 and 6 HAT was confirmed by qRT–PCR (Supplementary Table S5). Despite measured increases in the expression of *NCED*, there was no change in ABA level at 1 HAT (Fig. 2), although at 6 HAT there was a significant increase in ABA levels in the treated leaves compared with the control (Fig. 2). The dicamba treatment resulted in the highest ABA level of 76 ng g^−1^, while plants treated with 2,4-D and halauxifen-methyl accumulated 47 ng g^−1^ and 56 ng g^−1^ of ABA, respectively. 

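The genes with best hits ABA2, ABA3 and AAO3, which act after NCED, number 9 in the annotation, and 7 were tested at 1 HAT and 6 at 6 HAT. At 1 HAT 0 were higher after any herbicide, and 1 was lower after dicamba. At an unadjusted p under 0.05 there were 2, 2 and 1 after 2,4-D, dicamba and halauxifen-methyl, and adjusted over the list alone 1 was lower after each herbicide. At 6 HAT, 2 were higher and 2 lower after 2,4-D, 1 and 1 after dicamba, and 0 and 1 after halauxifen-methyl. The unadjusted numbers were 4, 3 and 4, and adjusted over the list alone 2 and 2, 1 and 1, and 1 and 2. ABA3 (HW_29530_g, from 2487 to 14612 on its contig) had 66.7 ± 17.2 CPM in water at 1 HAT and log2 fold changes of 0.35, 0.56 and 0.18 (adjusted p = 0.685, 0.251 and 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 6 HAT it had 62.9 ± 5.59 CPM in water, 134 ± 15.8 after 2,4-D, 116 ± 6.07 after dicamba and 87.3 ± 10.4 after halauxifen-methyl (mean ± SD, n = 4 libraries), with log2 fold changes of 1.10, 0.89 and 0.46 (adjusted p = 0.000146, 0.00370 and 0.0660, same edgeR test and adjustment). Of the genes with the best hit ABA2, HW_5686_g changed by 1.14, 0.57 and 0.13 at 6 HAT (adjusted p = 0.00102, 0.198 and 0.806, same edgeR test and adjustment). HW_26707_g changed by -1.92, -1.70 and -1.33 (adjusted p = 0.00130, 0.0209 and 0.0223, same edgeR test and adjustment). HW_7772_g was lower already at 1 HAT after dicamba, at 29.12 ± 8.18 CPM against 84.3 ± 19.5 in water, a log2 fold change of -1.54 (adjusted p = 0.00546, same edgeR test and adjustment), and changed by -2.36, -0.70 and -0.78 at 6 HAT (adjusted p = 1.70e-06, 0.369 and 0.0967, same edgeR test and adjustment). 7 horseweed genes share the hit ABA2, and the hit does not show which of them encodes the enzyme. Of the 3 genes with the best hit ABA1, 1 was tested and 0 passed the threshold in any comparison. Of the 12 genes of the CYP707A family, which break down ABA, 3 or 4 were tested, and 0 passed at 1 HAT. At an unadjusted p under 0.05 there was 1 after each herbicide at 1 HAT. At 6 HAT CYP707A4 (HW_29043_g) changed by -1.87 after halauxifen-methyl (adjusted p = 0.0113, same edgeR test and adjustment).

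**Figure D10:**
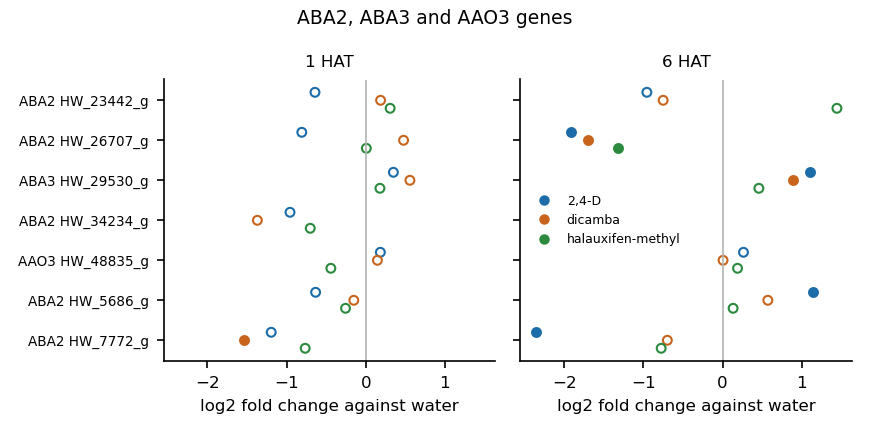
Log2 fold change of the tested genes with best hits ABA2, ABA3 and AAO3 at 1 and 6 HAT. Filled symbols mark an adjusted p under 0.05 and open symbols a higher one.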

The delay in ABA accumulation following increased *NCED* expression may indicate a lag because of limited expression in the genes responsible for catalyzing the downstream steps in the ABA biosynthetic pathway. This increase in *NCED* expression and ABA levels is similar to that reported for *G. aparine* following herbicide treatment (Kraft *et al.*, 2007).

**Fig. 2.**
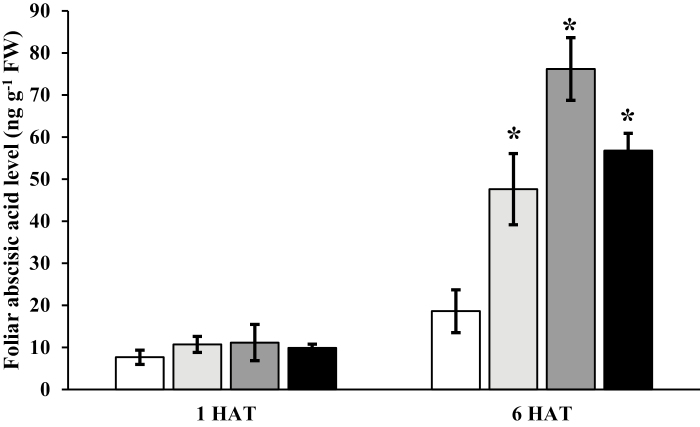
Considerable production of foliar abscisic acid (ABA) after auxin herbicide application in *Erigeron canadensis*. Foliar ABA levels in *E. canadensis* leaves 1 h and 6 h after treatment (HAT) with water (white) and three synthetic auxin herbicides [2,4-D (light gray), dicamba (dark gray), or halauxifen-methyl (black)]. Data represent the mean of three replicates ±SE. An asterisk denotes a significant difference in value compared with the water control within (*P*<0.05).

During drought, increased ABA levels promote plant survival by closing stomata, reducing transpiration, as well as activating a suite of desiccation tolerance genetic pathways. In this study, ABA levels continued to increase in leaves following auxin herbicide application until the leaves began displaying regions of necrosis 14 d after application (Fig. 3). In all herbicide treatments, mean ABA levels 14 d after application were between 270 ng g^−1^ and 650 ng g^−1^ FW (Fig. 3). In drought-stressed plants in which water had been withheld until incipient signs of leaf death (mean leaf water potential: –1.2 MPa), mean foliar ABA levels were 235 ng g^−1^ (Fig. 3). The nearly 3-fold higher levels of foliar ABA in auxin herbicide-treated leaves at the point of leaf death compared with water-stressed leaves suggests that ABA level homeostasis was severely altered by the synthetic auxin herbicides. ABA has been found to play an important role in triggering leaf senescence (Lim *et al.*, 2007). Recent work by Zhao *et al.* (2016) showed that ABA-triggered leaf senescence is an ethylene-independent process, with ABA perception mutants in an ABA receptor gene as well as downstream proteins in the ABA signaling pathway having strong non-senescent phenotypes. The rapid synthesis and dramatic accumulation of ABA, exceeding that of drought-stressed leaves, following auxin herbicide application may have contributed to the rapid down-regulation of genes related to photosynthesis via this SnRK2 senescence pathway and perhaps to the death of leaves 2 weeks after herbicide application.

**Fig. 3.**
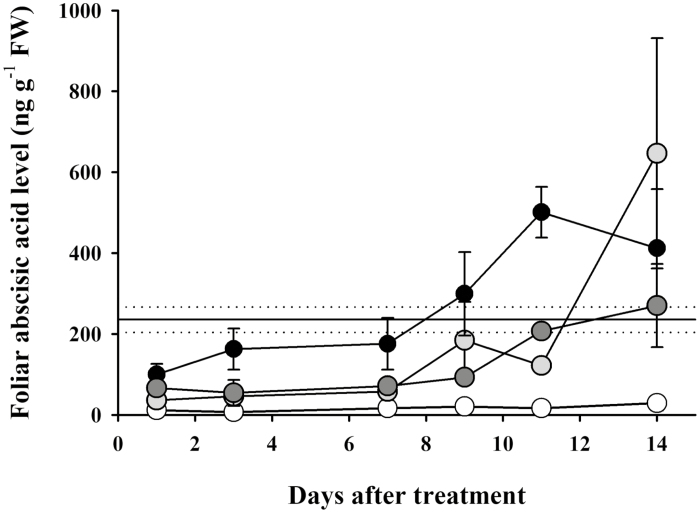
Continual production of foliar abscisic acid (ABA) until leaf death after auxin herbicide application in *Erigeron canadensis*. Foliar ABA levels in *E. canadensis* measured after treatment with water (white) or three synthetic auxin herbicides [2,4-D (light gray), dicamba (dark gray), or halauxifen-methyl (black)], until leaves showed signs of necrosis. The horizontal solid line depicts mean foliar ABA levels (dotted lines depict the upper and lower bounds of the SE) in water-stressed *E. canadensis* plants at the point of incipient leaf death (mean leaf water potential: –1.2 MPa). Data represent the mean of three replicates ±SE.

Up-regulation of *NCED* in leaves is known to be driven by a decline in leaf water status leading to a loss in cell turgor or cell volume (McAdam *et al.*, 2016; Sussmilch *et al.*, 2017). Thus, treatment with synthetic auxin herbicides may have caused a change in cell turgor pressure triggering the up-regulation of *NCED*. However, there was no consistent reduction in leaf water potential at 1, 6, or 72 HAT in *E. canadensis* after synthetic auxin herbicide application (Fig. 4). At 72 HAT, leaf water potential was less negative following halauxifen-methyl treatment compared with control plants, suggesting that plants had rehydrated, which might be due to stomatal closure caused by the increase in ABA levels. These results suggest that the auxin-induced increase in *NCED* expression is independent of reductions in leaf turgor, which is the main trigger for *NCED* expression and ABA biosynthesis at high VPD or during soil drought (Qin and Zeevaart, 1999; McAdam *et al.*, 2016).

**Fig. 4.**
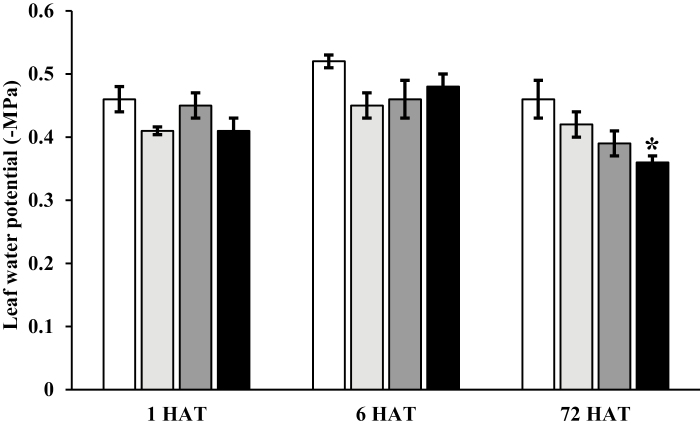
No significant change in leaf water potential after auxin herbicide application in *Erigeron canadensis*. Leaf water potential in *E. canadensis* leaves 1, 6, and 72 h after treatment (HAT) with water (white) and three synthetic auxin herbicides [2,4-D (light gray), dicamba (dark gray), or halauxifen-methyl (black)]. Data represent the mean of three replicates ±SE. An asterisk denotes a significant difference compared with water (control) (*P*<0.05).

In agreement with the transcriptomic data which showed only minimal increases in one ethylene biosynthesis gene at 6 HAT, there was no significant increase in ethylene evolution at 6 HAT from *E. canadensis* rosettes treated with 2,4-D, dicamba, or halauxifen-methyl compared with the control, although by 24 HAT there was a very limited yet significant increase in ethylene levels in the plants treated with 2,4-D and dicamba (Fig. 5). This result contrasts with the findings of Kraft *et al.* (2007) in *G. aparine*, which displayed a substantial increase in ethylene evolution within 2 HAT. At 24 HAT, *E. canadensis* rosettes treated with 2,4-D and dicamba produced 6.2 nmol ethylene g^−1^ min^−1^ and 5.6 nmol ethylene g^−1^ min^−1^, respectively, compared with 1.3 nmol ethylene g^−1^ min^−1^ produced in the control plants (Fig. 5). However, there was no increase in ethylene evolution following the foliar application of halauxifen-methyl; this result suggests a possible differential response of *E. canadensis* to the unique arylpicolinate chemistry of halauxifen-methyl compared with 2,4-D and dicamba. These results suggest that ethylene may not be a primary and essential component of auxin herbicide-induced plant death as proposed by Kraft *et al.* (2007). The consistent response across three species observed to date (*E. canadensis*, *A. thaliana*, and *G. aparine*) of activation of ABA biosynthesis and an increase in ABA levels suggests that if any other phytohormone is playing a role in the induction of plant death in response to synthetic auxin herbicide application it is ABA.

**Fig. 5.**
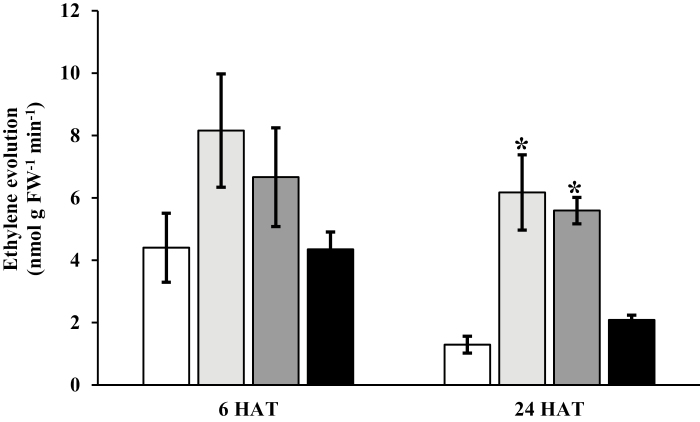
Inconsistent and slow ethylene production after auxin herbicide application in *Erigeron canadensis*. Ethylene evolution from *E. canadensis* leaves 6 h and 24 h after treatment (HAT) with water (white) and three synthetic auxin herbicides [2,4-D (light gray), dicamba (dark gray), or halauxifen-methyl (black)]. Data represent the mean of three replicates ±SE. An asterisk denotes a significant difference compared with water (control) (*P*<0.05). The ethylene level was undetectable in any of the samples at 1 HAT so that time point is not included in the figure.

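At 1 HAT 0 of the 51 Table 1 genes were lower after any herbicide, and their median log2 fold change was 0.14 after 2,4-D, -0.17 after dicamba and -0.16 after halauxifen-methyl. Of the photosynthesis-annotated genes 0 passed the threshold at 1 HAT, with medians of 0.10, -0.11 and -0.13. As a set they were called after 2,4-D at 1 HAT by camera with an inter-gene correlation of 0.01 (adjusted p = 0.0109). That call was lost under fry, and 22 of the 35 splits of the libraries gave a result as strong. Between 1 and 6 HAT the Table 1 genes changed by a median of -1.59 on the log2 scale within 2,4-D, -1.41 within dicamba and -1.64 within halauxifen-methyl, against -0.31 within water. The photosynthesis-annotated genes changed by -1.01, -0.85 and -1.17, against -0.28 within water. Between 1 and 6 HAT 68, 41 and 45 of these genes were lower within the herbicides and 12 within water (edgeR's quasi-likelihood test, adjusted p of 0.05 or less).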

Using a transcriptomic approach to investigate the mode of action of auxin herbicides, we find that synthetic auxin herbicides down-regulate a suite of genes related to photosynthetic processes, rather than targeting an individual component of photosynthesis. This whole-scale down-regulation of the photosynthetic process may be the primary driver behind plant death in plants treated with auxin herbicides, which generally survive in a state of suspended, or compromised, growth for some time before death (Sterling and Hall, 1997). The down-regulation of photosynthesis in response to auxin herbicide application is not due to an increase in ethylene levels, as has been proposed by Kraft *et al.* (2007), with the levels of this hormone remaining unchanged following auxin herbicide application in *E. canadensis*. Auxin herbicides consistently up-regulate ABA biosynthesis, and this up-regulation is independent of a change in leaf water status. The whole-scale down-regulation of genes related to photosynthesis in response to auxin herbicides may be due to the action of both auxin and ABA.

## Supplementary data

Supplementary data are available at *JXB* online.

Fig. S1. Venn diagrams illustrating differentially expressed genes in *Erigeron canadensis* following synthetic auxin herbicide application.

Fig. S2. Scatter plots of relative gene expression measured by qRT–PCR versus estimation from RNA-seq.

Table S1. Transcriptomic quality control and mapping statistics for *Erigeron canadensis*.

Table S2. Number of differentially expressed genes for each analysis method.

Table S3. Primer sequences used for qRT–PCR validation of gene expression in *Erigeron canadensis*.

Table S4. Biological process GO terms specific for *Erigeron canadensis* genes regulated by auxin herbicides.

Table S5. Relative expression levels of 9-*cis*-epoxycarotenoid dioxygenase (*NCED*) in *Erigeron canadensis* leaves

Table S6. Differentially expressed genes discussed in the text.

eraa124_suppl_Supplementary_Material Click here for additional data file.

## Data Availability

RNA-seq data are accessible through GEO Series accession number GSE116958 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE116958).

# Supplementary material for: Transcriptomics in Erigeron canadensis reveals rapid photosynthetic and hormonal responses to auxin herbicide application
**Source:** J Exp Bot. 2020 Mar 12;71(12):3701–9. doi: 10.1093/jxb/eraa124
**Supplement:** eraa124_suppl_Supplementary_Material

Transcriptomics in *Erigeron canadensis* reveals rapid photosynthetic and hormonal responses to auxin-herbicide application

Authors: Cara L. McCauley, Scott A.M. McAdam, Ketaki Bhide, Jyothi Thimmapuram, Jo Ann Banks, Bryan G. Young

The following Supplemental Information is available for this article:

**Fig. S1** Venn diagrams illustrating differentially expressed genes in horseweed following synthetic auxin herbicide application. Increase or decrease in expression was determined by three analysis methods: edgeR, DESeq2, and Cufflinks; pairwise comparisons were made between each herbicide treatment and the water (control) treatment at the same time point. Genes that were significantly differentially expressed ( $\text{adjP} \leq 0.05$ ) in at least two of the three analysis methods are shown. A. upregulated 1 HAT; B. downregulated 1 HAT; C. upregulated 6 HAT; D. downregulated 6 HAT.

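Each comparison of this kind uses 4 herbicide and 4 water libraries. The exact test of edgeR and the Wald test of DESeq2 were both run on the deposited counts, and genes were kept when both called them. This gave 488, 649 and 67 genes at 1 HAT and 3115, 1726 and 2552 at 6 HAT for 2,4-D, dicamba and halauxifen-methyl. Shared by all 3 herbicides were 42 higher and 0 lower genes at 1 HAT, and 527 lower genes at 6 HAT, where the exact test alone gave 719 higher genes and DESeq2 alone 852. Cufflinks works from mapped reads and was not used here.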

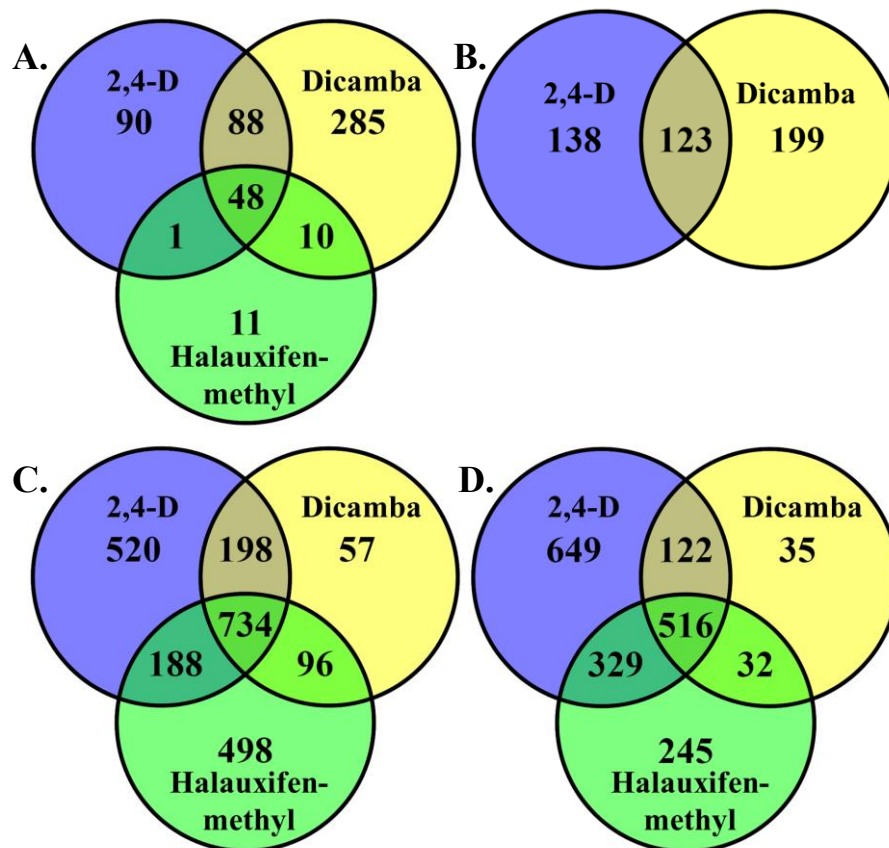

**Fig. S2** Scatter plots of relative expression measured by qRT-PCR versus estimation from RNA-seq. Each plot represents five genes measured following three herbicide treatments at two time points; 30 unique points of comparison for each of the differential gene expression analysis methods is shown with the corresponding  $R^2$  value; A. DESeq2, B. edgeR, C. Cufflinks.

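The qRT-PCR genes other than NCED5 had the following values in the counts. ELI3-2 (HW_1898_g, cinnamyl alcohol dehydrogenase) had 93.9 ± 47.9 CPM in water at 1 HAT (mean ± SD, n = 4 libraries) and log2 fold changes of 3.56 after 2,4-D, 2.30 after dicamba and -0.44 after halauxifen-methyl (adjusted p = 0.000796, 0.0152 and 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 6 HAT it changed by 5.38, 2.87 and 0.69 (adjusted p = 6.55e-06, 0.000807 and 0.375, same edgeR test and adjustment). SS2 (HW_28000_g, starch synthase 2) fell at 1 HAT from 352 ± 102 CPM in water, with log2 fold changes of -3.01, -3.06 and -0.78 (adjusted p = 0.000184, 0.000229 and 1.00, same edgeR test and adjustment), and at 6 HAT changed by -0.49, 1.58 and 0.42 (adjusted p = 0.370, 0.290 and 0.641, same edgeR test and adjustment). Without dicamba 6 HAT replicate 3 the dicamba value at 6 HAT was -0.37. AT2G37030 (HW_18003_g, SAUR-like) had 12 to 31 counts in the water libraries of 1 HAT and 0 in those of dicamba, at least 10.4-fold lower (adjusted p = 0.0511, same edgeR test and adjustment). At 6 HAT it changed by 5.97, 5.02 and 4.61 (adjusted p = 0.000775, 0.0200 and 0.0252, same edgeR test and adjustment). GH3.1 (HW_53227_g) changed by 4.45, 3.47 and 4.41 at 1 HAT (adjusted p = 0.0157, 0.0928 and 0.429, same edgeR test and adjustment) and by 7.54, 7.07 and 7.15 at 6 HAT (adjusted p = 2.18e-05, 0.000441 and 0.000258, same edgeR test and adjustment). TUB8 (HW_21538_g), the qRT-PCR reference gene, had 2.97 ± 0.635 CPM in water at 1 HAT and 0.909 ± 0.650 at 6 HAT. It changed by 0.55, 0.43 and 0.55 at 1 HAT and by 0.71, 0.95 and 0.61 at 6 HAT, with 0 of 6 comparisons past the threshold (edgeR's quasi-likelihood test, Benjamini-Hochberg). 4 horseweed genes share its *A. thaliana* hit.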

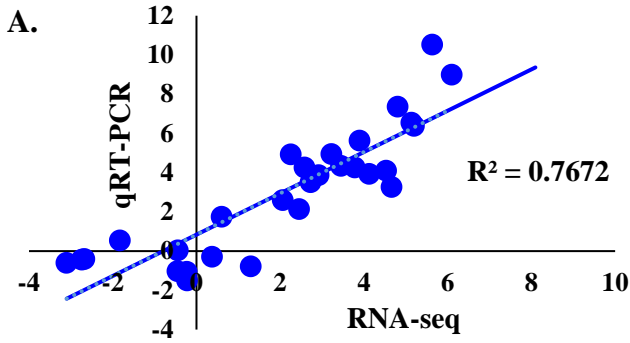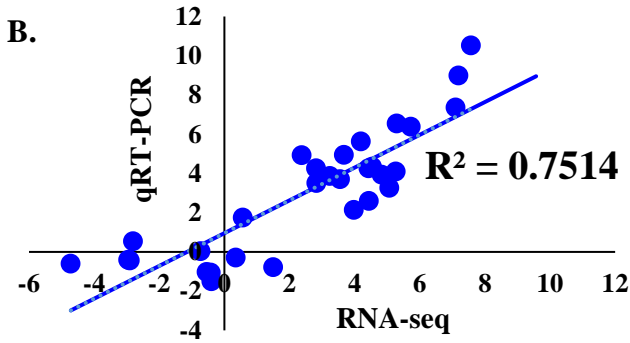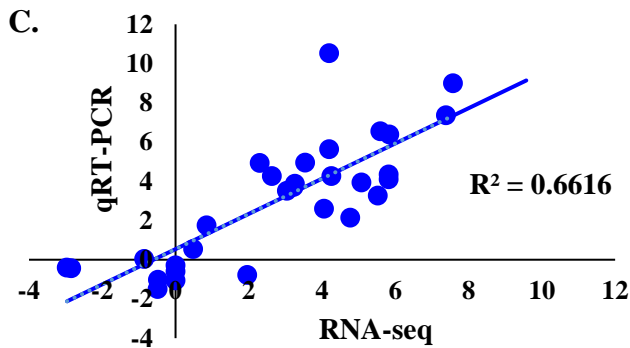

**Table S1** Quality control and mapping statistics for *Erigeron canadensis*.

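The sums of the deposited counts match the reads that the table reports as assigned to genes. The number of genes with at least 1 count had a median of 17329 in the water libraries of 1 HAT, 17185.5 after 2,4-D, 15798.5 after dicamba and 16905.5 after halauxifen-methyl. At 6 HAT the medians were 17315, 17463, 17798 and 18146.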

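On the deposited counts, edgeR's exact test called 497 genes after 2,4-D, 664 after dicamba and 67 after halauxifen-methyl at 1 HAT, and 3159, 1749 and 2594 at 6 HAT. DESeq2 called 3531, 2163 and 3030 genes at 6 HAT. Replacing the size factors of the quasi-likelihood test with those of DESeq2 gave 255, 343 and 23 genes at 1 HAT and 2831, 1397 and 2155 at 6 HAT. Versions differ from the paper's, since edgeR 4.0.16 and DESeq2 1.42.0 were used.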

**Table S2** Number of differentially expressed genes ( $\text{adjP} \leq 0.05$ ) from each analysis method.

**Table S3** Primer sequences used for qRT-PCR validation of gene expression in horseweed.

**Table S4** Biological process GO terms specific for horseweed genes consistently regulated by 2,4-D, dicamba, and halauxifen-methyl at 1 and 6 HAT. There were no downregulated terms at 1 HAT.

**Table S5** Relative expression levels of 9-cis-epoxycarotenoid dioxygenase (NCED) in horseweed leaves treated with synthetic auxin herbicides compared to water-only treatment as predicted by qRT-PCR and RNA-Seq.

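Log2 fold changes of a gene with few counts in water depend on how the estimate is pulled toward 0. With a normal prior on the fold changes, which was the default in the DESeq2 version of the paper, HW_34273_g (NCED5) had log2 fold changes of 4.35 after 2,4-D, 4.37 after dicamba and 1.82 after halauxifen-methyl at 1 HAT, and 3.81, 2.70 and 2.43 at 6 HAT. Without the prior DESeq2 gave 5.18, 4.98 and 3.94, then 4.28, 3.31 and 2.86.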

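The AUX/IAA genes of the table had the following values at 6 HAT, each from 4 herbicide and 4 water libraries, in the order 2,4-D, dicamba and halauxifen-methyl. IAA13 (HW_49852_g) changed by 3.03, 2.81 and 2.79 on the log2 scale (adjusted p = 2.95e-06, 9.81e-05 and 7.57e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IAA29 (HW_50873_g) changed by 4.44, 4.49 and 5.47 (adjusted p = 1.68e-05, 0.000105 and 8.24e-05, same edgeR test and adjustment). IAA9 (HW_49729_g) changed by 0.88, 0.09 and 0.81 at 1 HAT (adjusted p = 0.0813, 0.909 and 0.730, same edgeR test and adjustment) and by 2.32, 1.95 and 2.37 at 6 HAT (adjusted p = 6.55e-06, 0.00115 and 0.000162, same edgeR test and adjustment). IAA13 (HW_32535_g) changed by 1.68, 0.72 and 1.44 at 1 HAT, with 0 of 3 comparisons past the threshold, and by 3.70, 3.53 and 3.27 at 6 HAT (adjusted p = 0.00167, 0.00751 and 0.0137, same edgeR test and adjustment). IAA13 (HW_27084_g) changed by 1.36, 1.35 and 1.5 at 1 HAT, again with 0 of 3 past the threshold, and by 4.26, 3.62 and 3.69 at 6 HAT (adjusted p = 0.000851, 0.0146 and 0.0104, same edgeR test and adjustment). IAA32 (HW_13742_g) had 0 counts in every water library and was at least 10.7-fold higher after 2,4-D at 6 HAT (adjusted p = 0.00593, same edgeR test and adjustment).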

**Table S6** Differentially expressed genes discussed in text. Relative fold change (Log2FC) values from DEseq2 analysis.

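The GH3 genes had the following values. WES1 (HW_7406_g) had at most 1 count in each water library at 1 HAT and was at least 5.50-fold higher after dicamba and at least 16.5-fold higher after halauxifen-methyl (adjusted p = 0.0688 and 0.0516 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 6 HAT it changed by 7.05, 6.89 and 7.31 on the log2 scale after 2,4-D, dicamba and halauxifen-methyl (adjusted p = 1.13e-05, 8.68e-05 and 0.000104, same edgeR test and adjustment). GH3.1 (HW_8261_g) changed by 3.10, 2.29 and 4.87 at 1 HAT (adjusted p = 0.221, 0.278 and 1.00, same edgeR test and adjustment). GH3.1 (HW_16576_g) had 0 counts in water and was at least 49.7-fold higher after 2,4-D and at least 38.1-fold higher after dicamba at 6 HAT (adjusted p = 0.000228 and 0.00141, same edgeR test and adjustment). JAR1 (HW_2486_g) changed by -1.92, -1.33 and -1.26 at 1 HAT (adjusted p = 0.136, 0.247 and 1.00, same edgeR test and adjustment) and by -1.33, -1.0 and -0.80 at 6 HAT (adjusted p = 0.000106, 0.00500 and 0.0121, same edgeR test and adjustment). WES1 (HW_40463_g) changed by -2.0, -0.01 and 0.21 at 1 HAT and by 3.53, 3.50 and 3.40 at 6 HAT (adjusted p at 6 HAT = 0.00688, 0.0224 and 0.0385, same edgeR test and adjustment). DFL1 (HW_21289_g) changed by 3.88 after halauxifen-methyl at 6 HAT (adjusted p = 0.0641, same edgeR test and adjustment). DFL2 (HW_35545_g) changed by -2.35, 1.17 and -0.11 at 6 HAT (adjusted p = 0.107, 0.631 and 0.961, same edgeR test and adjustment).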

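CCD1 (HW_21726_g) changed by -1.18, 0.09 and 0.06 on the log2 scale at 1 HAT (adjusted p = 0.157, 0.942 and 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 3.99, 4.37 and 4.62 at 6 HAT (adjusted p = 1.75e-07, 5.06e-06 and 3.76e-06, same edgeR test and adjustment). SRG1 (HW_13007_g) changed by -0.71, 0.11 and -0.10 at 1 HAT (adjusted p = 0.510, 0.915 and 1.00, same edgeR test and adjustment) and by 1.22, 1.53 and 2.14 at 6 HAT (adjusted p = 0.00158, 0.00378 and 0.00179, same edgeR test and adjustment). At 1 HAT ACS10 (HW_7316_g) changed by 0.18, 0.21 and -0.09, and EFE (HW_15637_g) by -0.51, 0.19 and -0.02 (lowest adjusted p = 0.638, same edgeR test and adjustment).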

Relative fold change values significant (adjusted p-value  $\leq 0.05$ ) in at least two of the three analysis methods (DEseq2, edgeR, and Cufflinks) are bolded and highlighted in blue.

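Genes that the low-count filter left out have no adjusted p. NCED4 (HW_33543_g) was tested in 1 of 6 comparisons, after halauxifen-methyl at 6 HAT, where it changed by 3.48 on the log2 scale (standard error 1.28, adjusted p = 0.105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.138 ± 0.166 CPM in water and 1.62 ± 1.20 after the herbicide (mean ± SD, n = 4 libraries). SHY2 (HW_5689_g, IAA3) was tested after dicamba and halauxifen-methyl at 6 HAT and changed by 2.60 and 2.45 (adjusted p = 0.331 and 0.215, same edgeR test and adjustment).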

NA represents genes that did not pass the filter threshold.

<sup>†</sup>Relative fold change value from edgeR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

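Leaf RNA of *Erigeron canadensis* was measured by RNA-seq in 32 libraries. Plants 30 days old were sprayed with water, 2,4-D, dicamba or halauxifen-methyl, each with surfactant, and a single leaf was taken 1 or 6 h after treatment from 4 plants per treatment and time, each plant giving 1 library. This makes 8 groups. The qRT-PCR, hormone and physiological measurements of the paper are not used here.

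The deposited values are raw counts per gene. According to the paper and the deposited descriptions, the authors trimmed the reads with the FASTX toolkit 0.0.14 (Phred 30, at least 50 bases), aligned them with STAR 2.5.2b at default settings to a draft genome, counted reads per predicted gene with HTSeq 0.6.1 and joined the counts with a custom Perl program. They tested the genes with edgeR 3.16.5, DESeq2 1.14.1 and Cufflinks 2.2.1 and kept genes called by at least 2 of the 3. The count table holds 54498 genes, all with a position in the deposited annotation. Of these, 25585 had 0 counts in every library and 15643 have no *A. thaliana* hit. The library sums match the numbers in the supplement. Mapped reads and Cufflinks were not used here.

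Depth per library ran from 12588842 to 29111958 counts. A gene with 0 counts may still have had up to 3, and this limit was used as the floor for fold changes against groups at or below 3 counts in every library, which are given as lower bounds.

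Each herbicide was compared with water of the same time point in its own fit of 8 libraries, with TMM normalization, the filterByExpr filter (minimum count 10), and edgeR's quasi-likelihood test. The Benjamini-Hochberg method adjusted p over the tested genes, with a threshold of 0.05. The same test served for pairs of herbicides, for water at 6 against 1 HAT, and for the herbicide by time interaction in 16 libraries. Gene sets were tested with camera on voom values with an inter-gene correlation of 0.01, and p was adjusted over all sets and comparisons. Exact permutation tests over the 35 splits of 4 against 4 libraries and Fisher's exact test were used where named. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used, and matplotlib 3.10.9 with pandas 2.3.3 for the figures.

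Gene lists and word lists were fixed before the counts were looked at, from the best *A. thaliana* hit of each gene in the authors' annotation. The lists are the NCED genes (NCED2, 3, 4, 5, 6 and 9), ABA1, ABA2, ABA3 and AAO3, the CYP707A family (A1 to A4), ethylene biosynthesis (the ACC synthases and ACC oxidases, with genes added by annotation words), ABA response (RD29A, RD29B, RAB18, RD22, RD26, HAI1 to HAI3, ABI1, ABI2, HAB1, ABF2 to ABF4, ATHB7 and ATHB12) and leaf senescence (SAG12, SAG13, SAG29, ORE1, NAP, NYE1, PPH, PAO, NYC1, WRKY53, SEN1 and DIN2). Word lists define the photosynthesis-annotated and auxin-annotated genes. They stand in for the GO terms of the paper, whose ClueGO networks were not analysed here.

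Genes are named by a rule. Named are all genes of Tables S3 and S6, of Table 1 those with the largest and smallest mean change and any whose call goes against the table, of the fixed lists those past the threshold in at least 1 comparison, and at each time the 3 highest and 3 lowest mean log2 fold changes among genes past the threshold under all herbicides with every herbicide library beyond every water library. The 19 genes shared by all herbicides at 1 HAT are named as the members of that result. LHCB3, LHCB6, FED A and CAB2 are named because the paper's value for them differs from the one found here or is repeated in its table, a choice made after their values were seen, and so was the remark on the annotation of ATAUX2-11.

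The tests were run on simulated counts with 200 changed genes. The quasi-likelihood test recovered 187 (93.5%) with 10 false calls among 14461 genes, edgeR's exact test 192 with 26 and DESeq2 194 with 31. The interaction test recovered 134 with 10 false calls. With no gene changed the quasi-likelihood test made 1 false call. The changed genes were drawn from well-expressed genes and all given the same large change, up or down. Their spread came from the water libraries of 1 HAT, with a biological coefficient of variation of 0.352. In the 6 comparisons with water it was 0.482 to 0.581. The shares recovered are therefore not the power of the reported tests.

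The alternatives were DESeq2's Wald test, edgeR's exact test, genes called by both, the size factors of DESeq2 in the quasi-likelihood test, no low-count filter, at least 10 counts in every library, all 32 libraries in one fit, the replicate number as a block, leaving out each library in turn, fry and camera with an estimated correlation for the sets, and a normal prior on the fold changes in DESeq2. Chance was measured by regrouping the libraries, over all 35 splits for 2 groups and 100 drawn splits for the shared genes, correlations and interactions. The effect of shared water libraries was measured in 20 simulations. No library was left out of the reported values. No lane or batch is stated per sample, so no batch term was fitted.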

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

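In this part, the tests of low depth, of reads from another organism and of a mislabelled sample for water 6 HAT replicate 1, and every test on water 1 HAT replicate 4 and on halauxifen-methyl 1 HAT replicate 4, were chosen only after the result was seen.

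Each group of 4 libraries was searched for a library that stood apart, with a gap to the nearest other library above the 5% limit for 4 values, as a share of the group's range (Dixon's ratio). Of 607 such tests, 51 found one, and chance alone gives about 1 in 20, here 30.35. Among the measures of whole libraries there were 8 of 56 (2.8 by chance), among the mean levels of gene lists 3 of 40 (2), and among the named genes 40 of 511 (25.55). Water 6 HAT replicate 1 and halauxifen-methyl 1 HAT replicate 4 held 7 each, and dicamba 6 HAT replicate 3 held 5.

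Water 6 HAT replicate 1 stood apart by the number of abundant genes at 0 counts and by its correlation with its group. Of the 7569 genes with a median of at least 10 CPM, 68 had 0 counts in it against 0 to 3 in the other 3 water libraries (ratio 0.956). Its mean r within the group was 0.870 against 0.919 to 0.927 (ratio 0.862). Low depth is argued against by its total of 18983278 counts, which lies within the group's range. A mislabelled sample is argued against by its r of 0.870 with its own group, above the 0.826 with the nearest other group. The number of genes at 0 counts (68) and the spread around the group remain compatible with fewer distinct molecules in the library. That spread was 2.77 times the median of the other libraries for genes at 1 to 10 CPM, 1.77 times at 10 to 100 CPM and 1.07 times above 300 CPM. A candidate explanation is therefore a low-complexity library, and no biological explanation was tested. Genes annotated to bacteria, viruses or archaea held 0.0130% of its counts, the lowest share of its group. As the counts cover only reads on predicted genes, reads from another organism stay open. Without this library, DE genes at 6 HAT numbered 3829 after 2,4-D, 1470 after dicamba and 2636 after halauxifen-methyl.

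Halauxifen-methyl 1 HAT replicate 4 had 37.2% of its counts in its 100 most abundant genes, against 48.4% to 49.1% in the other 3 libraries (ratio 0.939). Its TMM factor was 1.19 against 0.849 to 0.901 (ratio 0.848), and the mean log2 CPM of the Table 1 genes was 9.58 against 10.57 to 10.72 (ratio 0.869). Low depth is argued against by its total of 18033586 counts, within the group's range. The auxin-annotated genes had a mean log2 CPM of 3.08 in it. That level argues against a water library of 1 HAT (2.50 to 2.59) and against a halauxifen-methyl library of 6 HAT (3.53 to 3.72), but it lies within the ranges after 2,4-D (2.92 to 3.18) and dicamba (2.76 to 3.29) at 1 HAT, so an exchange with another herbicide of the same time point stays open. Its mean r was 0.869 with its own group and 0.874 with the nearest other group, an order that several other libraries of 1 HAT share. A difference of the plant itself was not tested. Without this library the photosynthesis set after halauxifen-methyl at 1 HAT changed from lower (adjusted p = 0.496, camera) to higher (adjusted p = 0.000571), the lowest p of the 8 fits with 1 library left out, which reached up to 0.837.

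Water 1 HAT replicate 4 had a count for 15039 genes against 17234 to 17676 in the other 3 (ratio 0.832). Of the abundant genes, 18 were at 0 counts against 1 to 2 (ratio 0.941), and the ABA response list had a mean log2 CPM of 2.57 against 3.05 to 3.09 (ratio 0.924). Low depth is argued against by its total of 15707212 counts, within the range of the group. Fewer distinct molecules in this library cannot be told apart from other sources of spread. Its spread was 1.51 times the median of the other libraries for genes at 1 to 10 CPM, and 1.46 and 1.47 times at 10 to 100 and above 300 CPM, so it was wider at every level. The limit that these ratios had to pass was made stricter after they were seen, and under the earlier limit the same values would have counted for fewer molecules. Without this library the DE genes at 1 HAT were 352, 388 and 34 after 2,4-D, dicamba and halauxifen-methyl, the highest numbers among the fits with 1 library left out.

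A few differences of small size also passed. Dicamba 1 HAT replicate 2 had 2 abundant genes at 0 counts where the other 3 had 5 each (ratio 1), and 2,4-D 6 HAT replicate 1 had 0 where they had 1 (ratio 1). The ABA response list had a mean log2 CPM of 4.02 in dicamba 6 HAT replicate 4 against 3.70 to 3.75 (ratio 0.847). No explanation, technical or biological, was tested for these.

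Of the named genes at 1 HAT, the following had 1 library apart from the other 3 of its group in log2 CPM, on a scale where 0 counts give -3.21. In water 1 HAT replicate 1, ABA2 HW_26707_g was at 2.63 against 3.87 to 3.98 (ratio 0.923). HW_33977_g was at 0.97 against -3.21 (ratio 1) in water 1 HAT replicate 4. In 2,4-D 1 HAT replicate 1, IAA32 HW_13742_g was at 0.40 against -3.21 (ratio 1), and RAP2.7 HW_424_g at 1.51 against 2.25 to 2.34 (ratio 0.898). LHB1B1 HW_4678_g was at 7.46 against 8.39 to 8.53 (ratio 0.867) in 2,4-D 1 HAT replicate 2. In 2,4-D 1 HAT replicate 3, IAA13 HW_27084_g was at 4.23 against 3.53 to 3.63 (ratio 0.857), and RD22 HW_52334_g at 3.16 against 4.42 to 4.62 (ratio 0.865). NCED4 HW_33543_g was at -0.31 against -3.21 (ratio 1) in 2,4-D 1 HAT replicate 4. In dicamba 1 HAT replicate 1, GH3.1 HW_16576_g was at 1.32 against -3.21 (ratio 1). SRG1 HW_13007_g was at 6.85 against 7.27 to 7.35 (ratio 0.842), and RD22 HW_47493_g at 2.05 against 4.48 to 4.94 (ratio 0.840) in dicamba 1 HAT replicate 3. In dicamba 1 HAT replicate 4, CCD1 HW_21726_g was at 8.23 against 6.46 to 6.76 (ratio 0.832), RD22 HW_16584_g at 0.14 against 2.14 to 2.43 (ratio 0.874), and NYE1 HW_47143_g at 6.83 against 5.47 to 5.63 (ratio 0.884). RAP2.7 HW_424_g was at 1.47 against 3.17 to 3.46 (ratio 0.852) in dicamba 1 HAT replicate 4. In halauxifen-methyl 1 HAT replicate 2, HAI2 HW_28574_g was at 2.77 against 0.44 to 0.64 (ratio 0.912). HB-7 HW_43624_g was at 3.70 against 2.38 to 2.57 (ratio 0.858), and TT4 HW_45806_g at -3.21 against -0.23 to 0.11 (ratio 0.899) in halauxifen-methyl 1 HAT replicate 3. In halauxifen-methyl 1 HAT replicate 4, IAA32 HW_13742_g was at -0.08 against -3.21 (ratio 1), LHB1B1 HW_4678_g at 4.18 against 7.72 to 7.91 (ratio 0.949), and LHCB5 HW_53979_g at 9.08 against 10.47 to 10.56 (ratio 0.941). RD22 HW_52334_g was at 5.42 against 4.75 to 4.84 (ratio 0.874) in halauxifen-methyl 1 HAT replicate 4.

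At 6 HAT the same search gave these genes. In water 6 HAT replicate 1, IAA13 HW_32535_g was at -2.61 against 1.68 to 2.19 (ratio 0.895), IAA13 HW_27084_g at -3.21 against 1.49 to 2.40 (ratio 0.838), and WES1 HW_40463_g at -3.21 against 0.52 to 0.91 (ratio 0.904). TUB8 HW_21538_g was at -3.21 against -0.01 to 0.62 (ratio 0.835), and NYE1 HW_47143_g at 5.39 against 5.16 to 5.19 (ratio 0.885) in water 6 HAT replicate 1. In water 6 HAT replicate 3, EFE HW_34088_g was at 11.51 against 11.30 to 11.33 (ratio 0.857). IAA13 HW_49852_g was at 8.69 against 8.43 to 8.47 (ratio 0.857), NCED4 HW_33543_g at -1.57 against -3.21 (ratio 1), and WES1 HW_40463_g at 4.26 against 3.43 to 3.51 (ratio 0.902) in 2,4-D 6 HAT replicate 1. In 2,4-D 6 HAT replicate 3, RD22 HW_16584_g was at 2.32 against 2.97 to 3.08 (ratio 0.848). IAA32 HW_13742_g was at -0.53 against 1.29 to 1.47 (ratio 0.908), and AT5G38790 HW_8551_g at -1.64 against -3.21 (ratio 1) in 2,4-D 6 HAT replicate 4. In dicamba 6 HAT replicate 3, IAA29 HW_50873_g was at 8.01 against 8.80 to 8.88 (ratio 0.917), ACS10 HW_7316_g at 5.29 against 4.10 to 4.23 (ratio 0.895), and SS2 HW_28000_g at 8.11 against 4.39 to 4.44 (ratio 0.986). HAB1 HW_21108_g was at 7.00 against 6.76 to 6.79 (ratio 0.861), and NYE1 HW_47143_g at 6.30 against 5.74 to 5.78 (ratio 0.925) in dicamba 6 HAT replicate 3. In halauxifen-methyl 6 HAT replicate 2, GH3.1 HW_53227_g was at 6.62 against 7.18 to 7.29 (ratio 0.842).

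No explanation was tested gene by gene. In water 6 HAT replicate 1, 5 named genes stood apart, 4 of them at or near 0 counts, which is the direction that the 68 abundant genes at 0 counts take, so fewer distinct molecules in the library may account for them. Low counts in 1 library (IAA32, NCED4, GH3.1 HW_16576_g, HW_33977_g and AT5G38790, each against 0 counts in the other 3) amount to less than 3 CPM.

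The response to each herbicide differed between 1 and 6 HAT, by a test of the difference itself on the 16 libraries of a herbicide and water. The change relative to water differed for 1500 of 15793 genes with 2,4-D (901 higher and 599 lower at 6 HAT), 820 of 15858 with dicamba (529 and 291) and 871 of 15860 with halauxifen-methyl (541 and 330; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Random regrouping of the libraries is argued against, since 1, 1 and 2 of 100 splits, the real one included, gave as many genes. The time after treatment stays open together with the time of day and any batch, since neither clock times nor the order of sampling are given. Water itself moved between the harvests, with 1958 genes past the threshold in a comparison that the paper does not report (910 higher and 1048 lower at 6 HAT, 1 of the 35 splits with as many).

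Among the gene sets, the change of the photosynthesis set differed between the time points with an adjusted p of 1.72e-21, 4.42e-19 and 5.83e-17 for 2,4-D, dicamba and halauxifen-methyl (camera with an inter-gene correlation of 0.01). Its median log2 fold change was 0.10, -0.11 and -0.13 at 1 HAT and -0.84, -0.72 and -0.99 at 6 HAT. The ABA response list differed with 5.35e-06, 0.00609 and 0.0256 (medians -0.34, 0.00 and -0.18, then 0.60, 0.55 and 0.46). For the leaf senescence list the values were 0.0185, 0.152 and 0.0362 (medians -0.37, 0.22 and 0.10, then 0.72, 0.79 and 0.72), so it did not pass for dicamba. With camera the auxin set passed for 2,4-D alone, with 0.00680, 0.0795 and 0.0732, and under fry for all 3 herbicides, with adjusted p = 0.00473, 0.0499 and 0.0201 (medians 0.20, 0.19 and 0.21, then 0.78, 0.78 and 0.72). The calls made with camera held under fry, and none held when the inter-gene correlation was estimated from the libraries (lowest adjusted p 0.0669). No technical explanation specific to these sets was tested here beyond those given for the photosynthesis set under other observations.

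Of the Table S6 genes, the log2 fold change with 2,4-D differed between 6 and 1 HAT for IAA13 HW_49852_g by 1.37 (0.00458), IAA29 by 1.80 (0.0254), IAA9 by 1.46 (0.00263), IAA13 HW_27084_g by 2.92 (0.0307), CCD1 by 5.19 (1.29e-06), ACS6 by 2.01 (0.00983), ACS10 by -1.99 (0.000388), EFE by -2.20 (0.0213), GH3.1 HW_8261_g by 9.21 (0.000102), WES1 HW_40463_g by 5.56 (0.00142) and SRG1 by 1.96 (0.00834), with the adjusted p of edgeR's quasi-likelihood test (Benjamini-Hochberg) in parentheses. With dicamba it differed for IAA9 by 1.87 (0.00637), CCD1 by 4.29 (2.08e-05), ACS10 by -1.43 (0.0417), EFE by -3.33 (0.000603) and GH3.1 HW_8261_g by 9.37 (0.000148). With halauxifen-methyl it differed for IAA29 by 2.15 (0.0269), IAA9 by 1.55 (0.0105), CCD1 by 4.56 (3.51e-07), ACS10 by -1.79 (0.0447), EFE by -2.56 (0.000252), GH3.1 HW_8261_g by 6.65 (0.0325) and SRG1 by 2.24 (0.00945). NCED5 did not pass, with differences of -0.92, -1.71 and -1.12 (adjusted p = 0.612, 0.442 and 0.726 from the same edgeR test and adjustment). No explanation other than time was tested for single genes, and the time of harvest is confounded as above.

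Of the genes past the threshold under all herbicides, several of those with the largest mean fitted log2 fold changes are not discussed in the paper. At 1 HAT these were RAP2.7 (9.42) and ZFP7 (7.42), and at 6 HAT TT4 (11.29) and HW_33977_g (10.24) on the higher side and GDU2 (-7.28), CYP706A6 (-6.62) and AT5G38790 (-6.55) on the lower side. The fitted values depend on the prior count, because water or a herbicide held few or 0 counts. As lower bounds, RAP2.7 was at least 14.9, 28.8 and 15.2 times as high as in water after 2,4-D, dicamba and halauxifen-methyl. In the same order ZFP7 was at least 11.9, 46.3 and 29.2 times as high, and TT4 at least 26.2, 31.4 and 824 times. The lower bounds of HW_33977_g are given with the shared genes of 6 HAT. GDU2 fell at least 41.7 and 34.2 times after 2,4-D and halauxifen-methyl, and CYP706A6 at least 59.5 and 60.3 times after 2,4-D and dicamba. TT4 differed between the herbicides at 6 HAT, with log2 differences of -4.97 for 2,4-D against halauxifen-methyl and -4.67 for dicamba against halauxifen-methyl (adjusted p = 0.00120 and 0.0211, edgeR's quasi-likelihood test, Benjamini-Hochberg). The best hit of HW_33977_g is a hypothetical protein of *Plasmodiophora brassicae*, and whether its reads come from the plant was not tested. No explanation was tested for these genes.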

How the results depend on the processing

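In this part, the leave-one-out tests of the herbicide by time interaction, the tests with a normal prior for genes outside the NCED and ethylene lists, and all tests of the ABA response and leaf senescence lists other than fry and camera with estimated correlation were chosen only after the result was seen. The other alternatives were fixed before the data were examined.

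For the results on gene numbers, sets, correlations and NCED5, 508 values under the alternatives kept the call or stayed within a ratio of 1.5 (counts) or the jackknife standard error (correlations). A further 91 moved beyond that, 20 calls were lost, 17 were gained and 1 changed direction. With 1 library left out, 685 stayed, 80 moved, 7 lost the call, 8 gained it and 12 changed direction. For the named genes, 1547 values kept the call, 190 gained and 52 lost it, and with 1 library left out 1431 kept it, 23 gained it, 191 lost it and 3 changed direction. The size factors of DESeq2 in the edgeR test moved no result on gene numbers, sets, correlations or NCED5.

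The Wald test of DESeq2 called more genes than edgeR's quasi-likelihood test. At 1 HAT the DE genes were 672, 946 and 84 instead of 259, 343 and 25, after dicamba at 6 HAT 2163 instead of 1383, and those higher under all herbicides at 1 HAT 49 instead of 19. Between the herbicides there were 935, 310 and 202 genes instead of 30, 69 and 51 at 1 HAT, and 274, 1834 and 375 instead of 75, 1175 and 72 at 6 HAT. The correlations at 6 HAT fell from 0.873, 0.809 and 0.855 to 0.727, 0.70 and 0.759. Auxin-annotated genes higher at 1 HAT rose from 15 to 26 after 2,4-D and from 11 to 23 after halauxifen-methyl. At 1 HAT 2 ethylene genes and 1 gene of ABA2, ABA3 and AAO3 passed after 2,4-D (both from 0), and 4 photosynthesis-annotated genes were lower after dicamba (from 0). At 6 HAT 2 genes of ABA2, ABA3 and AAO3 passed after halauxifen-methyl (from 1). The interaction gave 1354 genes for dicamba and 1446 for halauxifen-methyl instead of 820 and 871. NCED5 passed after halauxifen-methyl at 1 HAT, dicamba at 6 HAT and halauxifen-methyl at 6 HAT, with log2 fold changes of 3.94, 3.31 and 2.86 (adjusted p = 5.22e-06, 0.000296 and 0.000911). With the normal prior these were 1.82, 2.70 and 2.43 (adjusted p = 1.79e-05, 0.000278 and 0.000852), and 2 ethylene genes passed after 2,4-D at 1 HAT.

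All genes called by the quasi-likelihood test at 1 HAT were also called by DESeq2 (259, 343 and 25 in both). The share of higher genes moved by more than 10 points once, for 2,4-D at 1 HAT under DESeq2, with 247 higher and 425 lower genes (36.8% higher against 49.4%).

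edgeR's exact test gave 497, 664 and 67 DE genes at 1 HAT and 42 genes higher under all herbicides, and genes called by both the exact test and DESeq2 numbered 488, 649 and 67 and 42. Between the herbicides the exact test gave 457, 202 and 131 genes at 1 HAT, 184 between 2,4-D and dicamba at 6 HAT and 276 between dicamba and halauxifen-methyl at 6 HAT, and both tests together 442, 199 and 125, 178 and 273. Auxin-annotated genes higher at 1 HAT were 24 after 2,4-D and 21 after halauxifen-methyl in the exact test, and 24 and 21 in both tests. After 2,4-D at 1 HAT 1 ethylene gene and 1 gene of ABA2, ABA3 and AAO3 passed in the exact test (1 and 1 in both), and after dicamba 2 photosynthesis-annotated genes were lower (2 in both). NCED5 passed in the same comparisons as under DESeq2, with 3.95, 3.28 and 2.83 (adjusted p = 0.000104, 0.00489 and 0.00906) in the exact test and 3.95, 3.28 and 2.83 (adjusted p = 0.000104, 0.00489 and 0.00906) in both.

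Without a low-count filter there were 665 DE genes after dicamba and 41 after halauxifen-methyl at 1 HAT, and 30 higher under all herbicides. Between the herbicides the numbers were 456, 122 and 138 at 1 HAT, 164 between 2,4-D and dicamba at 6 HAT and 145 between dicamba and halauxifen-methyl at 6 HAT. The correlations at 6 HAT were 0.753, 0.728 and 0.777. After 2,4-D at 1 HAT 23 auxin-annotated genes were higher, 1 ethylene gene and 1 gene of ABA2, ABA3 and AAO3 passed, and 1 photosynthesis-annotated gene was lower after dicamba. The ABA response list lost its call after halauxifen-methyl at 1 HAT (adjusted p = 0.402, camera). NCED5 passed after halauxifen-methyl at 1 HAT and dicamba at 6 HAT with 3.95 and 3.28 (adjusted p = 0.0243 and 0.0256).

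With at least 10 counts in every library, 114 genes differed between 2,4-D and dicamba at 1 HAT. 1 gene of ABA2, ABA3 and AAO3 passed after 2,4-D at 1 HAT, 1 photosynthesis-annotated gene was lower after dicamba at 1 HAT, and the auxin-annotated genes higher at 6 HAT fell to 23 after dicamba and 23 after halauxifen-methyl (both from 36). The leaf senescence list changed direction after halauxifen-methyl at 1 HAT, without a call in either case (adjusted p = 0.905, camera). This filter leaves NCED5 out, so it gives no value for that gene.

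A single fit of all 32 libraries gave 532 DE genes after dicamba and 54 after halauxifen-methyl at 1 HAT, 39 genes higher and 1 lower under all herbicides at 1 HAT, and 402, 166 and 107 genes between the herbicides at 1 HAT and 49, 587 and 136 at 6 HAT. The correlations at 6 HAT were 0.758 between 2,4-D and dicamba and 0.706 between 2,4-D and halauxifen-methyl. 19 auxin-annotated genes were higher after halauxifen-methyl at 1 HAT, 1 ethylene gene passed after 2,4-D and 1 photosynthesis-annotated gene was lower after dicamba. NCED5 passed in the 3 comparisons named above, with 3.93, 3.26 and 2.83 (adjusted p = 0.000475, 0.000264 and 0.000982). Of the named genes 19 lost their call and 20 gained it. The cause of these changes was not tested.

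The set tests depended on the inter-gene correlation. When it was estimated from the libraries, the adjusted p at 6 HAT rose to 0.144, 0.0914 and 0.144 for the photosynthesis set, 0.0543, 0.0914 and 0.0543 for the auxin set, 0.0834, 0.0543 and 0.105 for the ABA response list and 0.114, 0.0961 and 0.159 for the leaf senescence list (2,4-D, dicamba and halauxifen-methyl), so no call was kept. At 1 HAT it was 0.638 for the photosynthesis set after 2,4-D, 0.0553 and 0.0543 for the auxin set after 2,4-D and dicamba, and 0.125 and 0.155 for the ABA response list after 2,4-D and halauxifen-methyl. The auxin set after halauxifen-methyl kept its call (0.0397). Under fry the calls lost were those of the photosynthesis set after 2,4-D at 1 HAT (adjusted p = 0.493) and of the ABA response list after halauxifen-methyl at 1 HAT (0.144).

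With 1 library left out in turn, DE genes at 1 HAT ranged from 136 (without water 1 HAT replicate 2) to 352 (without water 1 HAT replicate 4) after 2,4-D, 179 (without water 1 HAT replicate 2) to 388 (without water 1 HAT replicate 4) after dicamba and 1 (without water 1 HAT replicate 3) to 34 (without water 1 HAT replicate 4) after halauxifen-methyl. Genes higher under all herbicides at 1 HAT ranged from 1 (without water 1 HAT replicate 3) to 30 (without water 1 HAT replicate 4), and genes lower under all herbicides at 6 HAT from 238 (without water 6 HAT replicate 3) to 493 (without dicamba 6 HAT replicate 3). The Table 1 genes lower under all herbicides at 6 HAT ranged from 24 (without water 6 HAT replicate 2) to 48 (without halauxifen-methyl 6 HAT replicate 4). The Fisher test of auxin annotation at 1 HAT gave p from 3.12e-21 (without water 1 HAT replicate 4) to 1 (without water 1 HAT replicate 3).

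Between 2,4-D and dicamba the genes ranged from 5 (without dicamba 1 HAT replicate 2) to 247 (without 2,4-D 1 HAT replicate 2) at 1 HAT and 31 (without 2,4-D 6 HAT replicate 3) to 158 (without dicamba 6 HAT replicate 3) at 6 HAT. Between 2,4-D and halauxifen-methyl they ranged from 41 (without halauxifen-methyl 1 HAT replicate 3) to 102 (without halauxifen-methyl 1 HAT replicate 4) at 1 HAT and 706 (without 2,4-D 6 HAT replicate 3) to 1762 (without halauxifen-methyl 6 HAT replicate 4) at 6 HAT, and between dicamba and halauxifen-methyl from 31 (without halauxifen-methyl 1 HAT replicate 2) to 93 (without halauxifen-methyl 1 HAT replicate 4) at 1 HAT and 23 (without halauxifen-methyl 6 HAT replicate 2) to 77 (without halauxifen-methyl 6 HAT replicate 4) at 6 HAT. The numbers between 2,4-D and dicamba at 1 HAT moved in all 8 fits.

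Auxin-annotated genes higher at 1 HAT ranged from 9 (without water 1 HAT replicate 2) to 17 (without water 1 HAT replicate 4) after 2,4-D and 0 (without water 1 HAT replicate 3) to 13 (without water 1 HAT replicate 4) after halauxifen-methyl. Photosynthesis-annotated genes lower ranged from 20 (without halauxifen-methyl 6 HAT replicate 1) to 61 (without halauxifen-methyl 6 HAT replicate 4) after halauxifen-methyl at 6 HAT, and after dicamba at 1 HAT there was 1 without water 1 HAT replicate 4 and 0 in the other fits. Ethylene genes past the threshold after dicamba at 6 HAT ranged from 2 (without water 6 HAT replicate 3) to 4. Genes of ABA2, ABA3 and AAO3 at 6 HAT ranged from 1 (without water 6 HAT replicate 2) to 3 (without dicamba 6 HAT replicate 3) after dicamba and 0 (without water 6 HAT replicate 2) to 3 (without halauxifen-methyl 6 HAT replicate 4) after halauxifen-methyl.

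The adjusted p of the photosynthesis set at 1 HAT ranged from 0.000188 (without water 1 HAT replicate 2) to 0.75 (without water 1 HAT replicate 1) after 2,4-D, 0.00914 (without water 1 HAT replicate 1) to 0.978 (without dicamba 1 HAT replicate 2) after dicamba and 0.000571 (without halauxifen-methyl 1 HAT replicate 4) to 0.837 (without water 1 HAT replicate 3) after halauxifen-methyl (camera). Its direction changed in 1, 4 and 3 of 8 fits, so no direction at 1 HAT is independent of single libraries. For the ABA response list it ranged from 0.165 (without dicamba 1 HAT replicate 4) to 0.743 (without dicamba 1 HAT replicate 3) after dicamba at 1 HAT, where the direction changed in 1 fit, 0.00267 (without halauxifen-methyl 1 HAT replicate 4) to 0.117 (without halauxifen-methyl 1 HAT replicate 3) after halauxifen-methyl at 1 HAT and 0.0135 (without halauxifen-methyl 6 HAT replicate 2) to 0.0573 (without water 6 HAT replicate 2) after halauxifen-methyl at 6 HAT. For the leaf senescence list at 1 HAT it ranged from 0.0223 (without water 1 HAT replicate 4) to 0.604 (without 2,4-D 1 HAT replicate 3) after 2,4-D, 0.319 (without dicamba 1 HAT replicate 3) to 0.947 (without dicamba 1 HAT replicate 4) after dicamba and 0.308 (without halauxifen-methyl 1 HAT replicate 4) to 0.830 (without halauxifen-methyl 1 HAT replicate 1) after halauxifen-methyl. The direction changed in 2 fits after dicamba and in 1 after halauxifen-methyl, without water 1 HAT replicate 4 (0.471).

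NCED5 after dicamba at 6 HAT had log2 fold changes from 2.86 (without water 6 HAT replicate 1) to 3.61 (without water 6 HAT replicate 3). After halauxifen-methyl at 6 HAT they ranged from 2.42 to 3.16, without the same 2 libraries. In both comparisons NCED5 passed the threshold only without water 6 HAT replicate 1 (adjusted p = 0.00732 and 0.00369, edgeR's quasi-likelihood test, Benjamini-Hochberg). ACS6 (HW_42905_g) after dicamba at 1 HAT ranged from -0.14 (without water 1 HAT replicate 1) to 0.29 (without water 1 HAT replicate 2) and changed sign in 3 of 8 fits, with no call in any. The interaction counts ranged from 1198 (without 2,4-D 6 HAT replicate 2) to 1683 (without water 6 HAT replicate 1) for 2,4-D, 591 (without water 1 HAT replicate 2) to 986 (without dicamba 6 HAT replicate 3) for dicamba and 610 (without water 1 HAT replicate 2) to 950 (without water 1 HAT replicate 4) for halauxifen-methyl.

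Using the replicate number as a block changed 36 of 292 results. Most of these were named genes, of which 28 lost their call and 3 gained it. For water and a herbicide of the same time point, the mean r of the residuals was 0.0619 for the same number and -0.0213 for different numbers at 1 HAT, and -0.0131 and 0.00568 at 6 HAT. The 24 pairs with the same number ranged from -0.237 to 0.339, with 4 of 12 over 0.1 at 1 HAT and 0 of 12 at 6 HAT. Every pair was over 0.1 in 0 of the 6 comparisons, so the numbers were not taken to pair the samples. This rule cannot detect a factor that a single replicate number shared. At 1 HAT, replicate 4 had an r with water replicate 4 of 0.257 after 2,4-D, 0.0738 after dicamba and 0.339 after halauxifen-methyl. A factor shared by these libraries therefore stays open. Under the block 196 genes differed between 2,4-D and dicamba at 1 HAT, 625 between 2,4-D and halauxifen-methyl and 47 between dicamba and halauxifen-methyl at 6 HAT, 1 ethylene gene passed after 2,4-D at 1 HAT, and 23 photosynthesis-annotated genes were lower after halauxifen-methyl at 6 HAT. After halauxifen-methyl at 1 HAT 29 genes were higher and 1 was lower. EFE (HW_15637_g) and SRG1 (HW_13007_g) after halauxifen-methyl at 1 HAT changed by 0.02 and 0.03, the sign that the paper gives, and GH3.1 (HW_53227_g) after halauxifen-methyl at 1 HAT, called in the paper, passed with adjusted p = 0.0115 (quasi-likelihood test, Benjamini-Hochberg).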

Differences from the paper's values

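In this part, the tests with a normal prior for genes outside the NCED and ethylene lists were chosen only after the result was seen. A difference is named where a log2 fold change is further from the paper's value than the standard deviation of the replicates or has the other sign, or where a count differs by a ratio over 1.5.

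Of the 153 values of Table 1, 5 differ, and the median absolute difference over the table is 0.026. The paper lists decreases of 2.81991, 3.416 and 3.24033 for LHCB3 (HW_46472_g) after 2,4-D, dicamba and halauxifen-methyl, and the counts give 1.21, 1.72 and 1.55. No setting reaches the paper's values. The table prints the same values for CAB2 (HW_6455_g), whose log2 fold changes here are -2.83, -3.41 and -3.23. For LHCB6 (HW_26094_g) after dicamba the paper lists 1.68159 and the counts give 1.18, which no setting changes to the paper's value. FED A (HW_30945_g) after dicamba is listed with 1.5311 against 1.77 here. No alternative set before the data were examined closes this gap except leaving out water 6 HAT replicate 2 or 3 or dicamba 6 HAT replicate 2 or 3, and the normal prior, chosen after the values were seen, gives 1.73.

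Of the 111 values of Table S6, 14 differ, 4 of them in sign (median absolute difference 0.221 over the table). For NCED5 (HW_34273_g) at 1 HAT the paper gives 4.5 against 5.18 here after 2,4-D and 2.5 against 3.95 after halauxifen-methyl. Of the alternatives set before the data were examined, the normal prior closes both gaps (4.35 and 1.82), leaving out halauxifen-methyl 1 HAT replicate 4 closes the second, and the others do not. GH3.1 (HW_53227_g) is given as 2.1 against 4.41 after halauxifen-methyl at 1 HAT, 5.6 against 7.54 after 2,4-D and 4.8 against 7.07 after dicamba at 6 HAT. The normal prior, chosen for this gene after the values were seen, gives 1.26, 5.60 and 4.58, and of the alternatives set before the data were examined only leaving out water 1 HAT replicate 4 or halauxifen-methyl 1 HAT replicate 1 closes the first. GH3.1 (HW_8261_g) at 6 HAT is given as 10.8 against 12.26, 10.4 against 11.62 and 10.5 against 11.52 after 2,4-D, dicamba and halauxifen-methyl. The normal prior, chosen for this gene after the values were seen, gives 10.90, 10.59 and 10.69. Leaving out water 6 HAT replicate 3 or 4 closes the gap after dicamba and halauxifen-methyl, as does dicamba 6 HAT replicate 1 for dicamba, and no other alternative set before the data were examined does. WES1 (HW_7406_g) after halauxifen-methyl at 1 HAT is given as 2.7 against a lower bound of 4.05 here, as no water library held more than 3 counts, and no setting closes the gap.

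WES1 (HW_40463_g) at 1 HAT is given as -1.6 against -2.0 after 2,4-D and 0.2 against -0.00978 after dicamba. The first gap is closed by leaving out water 1 HAT replicate 1 or 2,4-D 1 HAT replicate 1 or 3 and by the normal prior (-1.54), which was chosen for this gene after the values were seen. The second is closed by leaving out water 1 HAT replicate 1 or 2 or dicamba 1 HAT replicate 1 or 2. After halauxifen-methyl at 1 HAT the paper gives 0.04 against -0.0902 for ACS10 (HW_7316_g), 0.12 against -0.0193 for EFE (HW_15637_g) and 0.07 against -0.10 for SRG1 (HW_13007_g). The sign of ACS10 matches the paper's without water 1 HAT replicate 4 or halauxifen-methyl 1 HAT replicate 2. That of EFE does so without water 1 HAT replicate 2 or 4 or halauxifen-methyl 1 HAT replicate 1, 2 or 3, and that of SRG1 without water 1 HAT replicate 2. For EFE and SRG1 a further alternative is given under sensitivity, and no other alternative set before the data were examined gives the paper's sign. None of these 3 changes was called in either analysis.

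The gene counts of the supplement are higher than those of the quasi-likelihood test. For 2,4-D at 1 HAT the paper gives 488 genes by 2 or more methods and 736 by DESeq2, against 259 here. Of the alternatives set before the data were examined, DESeq2 gives 672, the exact test 497 and both together 488, the paper's first number. The second is reached within a ratio of 1.5 only by DESeq2 and the exact test. The fit with no low-count filter (377) and the fit without water 1 HAT replicate 4 (352) come within a ratio of 1.5 of the first number, and the other alternatives do not. For dicamba at 1 HAT the paper gives 753 by 2 or more methods, 610 by edgeR and 1327 by DESeq2, against 343. DESeq2 gives 946, the exact test 664, both together 649, the fit with no filter 665, the stricter filter 428 and the fit of all 32 libraries 532. Within a ratio of 1.5, the paper's DESeq2 number is reached only by DESeq2, its edgeR number by all of these except DESeq2, and its first number by all except the stricter filter. For halauxifen-methyl at 1 HAT the paper gives 70, 60 and 110 by the same 3 counts, against 25. Here DESeq2 gives 84, the exact test 67, both 67, no filter 41 and all 32 libraries 54. The first number is reached within that ratio by all of these except the fit with no filter, the second by all and the third only by DESeq2.

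At 6 HAT the paper's DESeq2 count is 2352 for dicamba and 3272 for halauxifen-methyl, against 1383 and 2133 in the quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 gives 2163 and 3030, the exact test 1749 and 2594, both 1726 and 2552, and all 32 libraries 1738 and 2293. For dicamba the fits with no filter (1594) and without dicamba 6 HAT replicate 3 also close the gap, and for halauxifen-methyl those with the stricter filter (2202), without water 6 HAT replicate 1 and without halauxifen-methyl 6 HAT replicate 4. The paper gives 48 genes higher under all herbicides at 1 HAT, against 19 here. DESeq2 gives 49, the exact test 42, both 42 and all 32 libraries 39, and the other alternatives do not close the gap. The 734 higher and 516 lower shared genes at 6 HAT are within a ratio of 1.5 of the 605 and 407 found here.

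Of the calls printed bold in Table S6, the quasi-likelihood test makes 58 and does not make 15, and in 4 cases the low-count filter left the gene out. At 1 HAT the adjusted p (Benjamini-Hochberg) was above 0.05 for IAA9 (0.0813), IAA13 HW_32535_g (0.0597), CCD1 (0.157) and GH3.1 HW_8261_g (0.221) after 2,4-D at 1 HAT, NCED5 (0.0799), GH3.1 HW_53227_g (0.429), WES1 HW_7406_g (0.0516) and GH3.1 HW_8261_g (1.000) after halauxifen-methyl at 1 HAT, and GH3.1 HW_53227_g (0.0928) and WES1 HW_7406_g (0.0688) after dicamba at 1 HAT. At 6 HAT it was above 0.05 for NCED4 (0.105), NCED5 (0.0654) and DFL1 (0.0641) after halauxifen-methyl at 6 HAT, NCED5 (0.0521) after dicamba at 6 HAT, and DFL2 (0.107) after 2,4-D at 6 HAT. Left out were IAA32 after dicamba at 6 HAT, IAA32 and GH3.1 HW_16576_g after halauxifen-methyl at 6 HAT, and SHY2 after 2,4-D at 6 HAT. Of the alternatives set before the data were examined, DESeq2 calls all of these except GH3.1 HW_8261_g, and the exact test calls all that it tests except GH3.1 HW_8261_g. With all libraries kept, no setting calls that gene after 2,4-D at 1 HAT (lowest adjusted p 0.0580, with no filter), and only the fit of all 32 libraries does after halauxifen-methyl (0.0373).

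With no low-count filter the quasi-likelihood test calls IAA9 (0.0441) and IAA13 HW_32535_g (0.0359) after 2,4-D at 1 HAT, IAA32 (0.0143) and GH3.1 HW_16576_g (0.0282) after halauxifen-methyl at 6 HAT, NCED5 (0.0243) and WES1 HW_7406_g (0.0118) after halauxifen-methyl at 1 HAT, NCED5 (0.0256) after dicamba at 6 HAT, and GH3.1 HW_53227_g (0.0158) after dicamba at 1 HAT, with the adjusted p in parentheses (Benjamini-Hochberg). The fit of all 32 libraries calls IAA32 (0.0295), NCED5 (0.000982) and GH3.1 HW_16576_g (0.0244) after halauxifen-methyl at 6 HAT, NCED5 (0.000475), GH3.1 HW_53227_g (0.00929), WES1 HW_7406_g (0.00210) and GH3.1 HW_8261_g (0.0373) after halauxifen-methyl at 1 HAT, NCED5 (0.000264) after dicamba at 6 HAT, CCD1 (0.0380) after 2,4-D at 1 HAT, and GH3.1 HW_53227_g (0.0212) and WES1 HW_7406_g (0.0192) after dicamba at 1 HAT, and the filter of at least 10 counts calls IAA13 HW_32535_g (0.0425) after 2,4-D at 1 HAT (Benjamini-Hochberg, quasi-likelihood test). DESeq2 with the normal prior, set before the data were examined only for NCED5 and the ethylene genes and otherwise chosen after the values were seen, calls all except GH3.1 HW_8261_g and IAA32 after dicamba (0.0682). The size factors of DESeq2 call none of these, and 1 call of a further alternative is given under sensitivity.

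Of the calls of Table 1, the quasi-likelihood test makes 145 of 153 and does not make 8, for RBCS1B (0.102) after 2,4-D at 6 HAT, PSB28 (0.0517) after dicamba at 6 HAT, and PSAL (0.0631), AT3G08920 (0.105), PSB28 (0.0557), LHCB5 (0.0561), PETC (0.0569) and RBCS1B (0.0691) after halauxifen-methyl at 6 HAT (Benjamini-Hochberg adjusted p). Of the alternatives set before the data were examined, DESeq2 calls all of them and the exact test all except RBCS1B after 2,4-D (0.0529). The fit with no filter calls PSB28 (0.0369) after dicamba at 6 HAT, and PSB28 (0.0215) and LHCB5 (0.0148) after halauxifen-methyl at 6 HAT, the filter of at least 10 counts PSB28 (0.0391) after dicamba at 6 HAT, and PSAL (0.0495), PSB28 (0.0331), LHCB5 (0.0326) and PETC (0.0445) after halauxifen-methyl at 6 HAT, and the fit of all 32 libraries PSAL (0.0267), AT3G08920 (0.0134), PSB28 (0.00600), LHCB5 (0.0367), PETC (0.00908) and RBCS1B (0.0144) after halauxifen-methyl at 6 HAT. The normal prior, chosen for these genes after the values were seen, calls all of them, and the size factors of DESeq2 none.

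Some statements differ in wording from the tables. The paper describes the NCED gene as the horseweed homolog of NCED3, while the authors' annotation of the measured gene (HW_34273_g) names NCED5 as its best hit. The paper speaks of 52 photosynthesis genes, while Table 1 lists 51.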

Other observations

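In this part, the test of the shared water controls for dicamba and halauxifen-methyl at 1 HAT and the permutation tests of the mean level of the gene sets were chosen only after the result was seen.

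The first question was whether random groups of the same libraries give results as large. All 35 ways of splitting 8 libraries into 4 and 4 were tested, and the smallest share that can be reached is 1 of the 35 splits, the real grouping. For the number of DE genes, 2, 1 and 1 of the 35 splits gave at least as many at 1 HAT and 1, 1 and 1 of the 35 splits at 6 HAT, in the order 2,4-D, dicamba and halauxifen-methyl. So for 2,4-D at 1 HAT, 1 random split also reached 259 genes, and chance stays open there. Between the herbicides the numbers at 1 HAT were 1, 3 and 1 of the 35 splits for 2,4-D and dicamba, 2,4-D and halauxifen-methyl, and dicamba and halauxifen-methyl, and at 6 HAT 1, 1 and 1 of the 35 splits. Chance is therefore not excluded for the 69 genes between 2,4-D and halauxifen-methyl at 1 HAT.

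For the gene sets at 1 HAT, the splits with a result as strong were 1, 1 and 1 of the 35 splits for the auxin set, 22, 32 and 31 for the photosynthesis set, 2, 28 and 3 for the ABA response list and 16, 26 and 28 for the leaf senescence list. At 6 HAT they were 1, 1 and 1 of the 35 splits for the auxin set, 4, 3 and 3 for the photosynthesis set, 2, 1 and 2 for the ABA response list and 4, 2 and 3 for the leaf senescence list. Only the auxin set stood apart from every random split under all herbicides at both times. For the photosynthesis set at 6 HAT, 2 or 3 random splits were as strong, so the p of a test that takes genes as nearly independent is too small.

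These splits concern the p of camera. The mean log2 CPM of each set was also compared between the 12 herbicide libraries and the 4 water libraries, over all 1820 divisions into 12 and 4. The photosynthesis set at 6 HAT was at 5.73 to 6.63 after the herbicides and 6.75 to 7.55 in water (exact permutation test, p = 0.000549). With the same exact permutation test, the ABA response list was at 3.53 to 4.07 and 2.69 to 3.16 (p = 0.000549) and the leaf senescence list at 3.52 to 4.41 and 2.10 to 3.65 (p = 0.00110). With each herbicide alone against water, the exact permutation p was 0.0286, 0.0286 and 0.0286 for the photosynthesis set, 0.0286, 0.0286 and 0.0286 for the ABA response list and 0.0571, 0.0286 and 0.0286 for the leaf senescence list, where 0.0286 is the lowest value that 4 against 4 libraries can give. For the auxin set the permutation p was 0.000549 at 1 HAT and 0.000549 at 6 HAT over all herbicides. At 1 HAT it was 0.876, 0.0571 and 0.893 for the other 3 sets in the same order. With each herbicide alone at 1 HAT, the exact permutation p of the ABA response list was 0.0286, 0.286 and 0.2. After 2,4-D the list was at 2.20 to 2.56 against 2.57 to 3.09 in water, so it was lower in every library. For the photosynthesis and leaf senescence sets the lowest such p at 1 HAT was 0.543.

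Results over all 3 herbicides were compared with 100 drawn splits. As many shared genes came in 1 of the 100 splits for those higher at 1 HAT, 1 for those higher at 6 HAT and 1 for those lower at 6 HAT. For the Table 1 genes lower under all herbicides it was 1, and for the share of auxin-annotated genes at 1 HAT 1 of the 100 splits. Correlations between the herbicides were as high in 69, 74 and 33 of the 100 splits at 1 HAT, and in 1, 1 and 1 at 6 HAT.

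The herbicides share their water libraries, and this alone makes their changes correlate. In 20 simulations of unchanged groups the highest correlation was 0.520 at 1 HAT and 0.511 at 6 HAT, and the highest number of shared genes was 0. As 0 genes were called in any simulated comparison, the simulations do not test the overlap, for which shared controls stay open. At 1 HAT the r of 0.453 between 2,4-D and dicamba and of 0.432 between 2,4-D and halauxifen-methyl lie below that value, so the shared controls alone could give them. For dicamba and halauxifen-methyl the r of 0.567 exceeds 0.520, although 33 of the 100 splits reached it, so chance stays open. At 6 HAT all 3 correlations argue against shared controls as their only source.

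Several explanations other than a fall of photosynthesis genes were tested for the photosynthesis set at 6 HAT. A fall of abundant genes in general is argued against by the random sets matched on mean expression, whose lowest median among 10000 was -0.277, and gene length by sets matched on length, with a lowest median of -0.298. Both lie above the observed medians of -0.84, -0.72 and -0.99. The matching used 20 bins of mean expression and did not separate genes within the top bin. A fall limited to the most abundant genes therefore stays open. The 100 genes with the highest counts held a median of 47.3% of the counts in water at 6 HAT. After the herbicides they held 32.5% to 35.4%. The divergent water library is argued against by the mean log2 CPM of the set in the other water libraries of 6 HAT. These were at 7.55, 7.29 and 6.75, all above the 5.73 to 6.63 after the herbicides. The divergent library itself was at 6.88. Without it the highest adjusted p under the 3 herbicides was 6.12e-13 (camera), but by the splits above such a p is too small to decide this. A rise of the control between 1 and 6 HAT is argued against by the fall within each herbicide from 1 to 6 HAT, with a highest median of -0.854. A chance division of the plants is argued against by the mean levels above. A common response of these co-regulated genes to any stress was not tested and stays open.

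NCED5 was higher in all 6 comparisons. A single library as the source is argued against, because the lowest log2 fold change with any 1 library left out was 2.42. After halauxifen-methyl at 1 HAT replicate 4 had 18.3 CPM against 3.44 to 6.01 in the other 3, and the log2 fold change without it was 3.14. For the other NCED genes the values go both ways. The gene with the best hit NCED3 had a lowest adjusted p of 0.542 (edgeR's quasi-likelihood test, Benjamini-Hochberg). Adjusted over the list alone, 2 NCED genes were higher after dicamba at 1 HAT and 2 after halauxifen-methyl at 6 HAT, where NCED4 HW_33543_g changed by 3.48 (adjusted p = 0.105 over all genes with the same edgeR test). The gene beside NCED5 had the best hit NCED4 in both cases (HW_13601_g after dicamba, with 1.83). That hit does not show that the gene acts in ABA synthesis. A rise of other NCED genes therefore stays open. Of the 15 genes annotated as NCED, 3 or 4 had enough counts to be tested.

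Halauxifen-methyl changed fewer genes than the other herbicides at 1 HAT. In the 152 genes called after both 2,4-D and dicamba, its log2 fold change was a median of 0.276 of the mean of the other two, with the same sign in 80.9% of the genes. The ratio was 0.163 in the 85 higher genes and 0.319 in the 67 lower genes. When the genes were chosen with 2 water libraries and measured with the other 2, the 6 choices gave -0.0434 to 0.205, with the same sign in 44.2% to 76.7%. A weaker response of the same genes therefore cannot be told apart from no response in most of them. A larger spread between its libraries is a candidate explanation, because the biological coefficient of variation of the 4 libraries was 0.411, the highest of the 1 HAT groups. The margin is narrow, since dicamba had 0.402 and, with water included, 0.567 against 0.547 for halauxifen-methyl, and dicamba still changed 343 genes. The reason stays open.

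The ABA response list was chosen to follow ABA signalling. Of its 50 annotated genes 24 or 25 were tested. At 1 HAT 0, 0 and 0 were higher and 3, 2 and 0 lower than in water (0, 1 and 0 and 6, 4 and 0 adjusted over the list alone), with medians of -0.34, 0.00 and -0.18. The set was lower after 2,4-D and halauxifen-methyl and not called after dicamba, with adjusted p = 0.00145, 0.484 and 0.0245 (camera, inter-gene correlation 0.01). At 6 HAT 11, 8 and 6 were higher and 1, 1 and 1 lower (11, 10 and 6 and 1, 1 and 1 over the list alone), with medians of 0.60, 0.55 and 0.46 and adjusted p = 0.00169, 0.000831 and 0.0347 for a higher set. NCED5 was already higher at 1 HAT while the list was not, which does not decide between a delayed link and none. The calls held under fry at 6 HAT, and with the correlation estimated from the libraries the adjusted p was 0.0834, 0.0543 and 0.105. A chance division of the plants is argued against by the mean levels above, and a causal link was not tested.

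Of the genes of that list past the threshold at 6 HAT, RD26 changed by 5.21, 4.2 and 4.18 (HW_34355_g) and 2.90, 2.25 and 2.10 (HW_1734_g) on the log2 scale after 2,4-D, dicamba and halauxifen-methyl. HAI2 changed by 2.47, 1.96 and 1.96 (HW_16973_g), 3.92, 2.99 and 1.55 (HW_28574_g) and 0.87, 0.55 and 0.41 (HW_13416_g). ABF2 (HW_47536_g) changed by 1.48, 1.35 and 1.39, ABF4 (HW_30502_g) by 1.53, 1.14 and 0.48, LTI65 (HW_51766_g) by 1.14, 2.32 and 1.55 and HAB1 (HW_21108_g) by 0.43, 0.48 and 0.46. HB-7 changed by 1.56, 1.70 and 1.70 (HW_52703_g) and 1.67, 1.57 and 0.84 (HW_43624_g), and RD22 (HW_52334_g) by -1.83, -0.88 and -1.37. At 1 HAT, RD22 fell after 2,4-D in HW_16584_g (-1.37) and HW_47493_g (-2.49) and after dicamba in HW_16584_g (-2.26). The hit RD22 is shared by 20 horseweed genes described as BURP domain-containing proteins. It does not show which of them respond to ABA. HB-7 (HW_52703_g) fell by 2.83 after 2,4-D and RD26 (HW_34355_g) by 1.89 after dicamba.

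Of the 21 annotated genes of the leaf senescence list, 6 or 7 were tested. At 1 HAT 0, 0 and 0 were higher and 0, 0 and 0 lower (0, 1 and 0 higher over the list alone), with adjusted p = 0.250, 0.524 and 0.570 for the set (camera). At 6 HAT 3, 3 and 3 were higher and 0, 0 and 0 lower (4, 3 and 3 higher over the list alone), with medians of 0.72, 0.79 and 0.72 and adjusted p = 0.0211, 0.00294 and 0.0159. NYE1 changed by 0.52, 0.69 and 0.60 (HW_47143_g) and 1.64, 1.61 and 1.92 (HW_51129_g), PPH (HW_14776_g) by 0.72, 0.76 and 0.30, and WRKY53 (HW_11651_g) by 1.95 after halauxifen-methyl. The calls held under fry, and with an estimated correlation the adjusted p was 0.114, 0.0961 and 0.159. A chance division is argued against by the mean levels over all herbicides, but stays open for 2,4-D alone. A rise in any stressed leaf was not tested and stays open.

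The auxin-annotated genes were higher already at 1 HAT. Of 95, 99 and 98 tested genes, 15, 18 and 11 were higher and 0, 1 and 0 lower (26, 26 and 28 higher and 6, 2 and 0 lower adjusted over the list alone), with medians of 0.20, 0.19 and 0.21 and adjusted p = 5.35e-05, 3.46e-06 and 1.24e-10 for the set (camera). The calls held under fry, and with an estimated correlation the adjusted p was 0.0553, 0.0543 and 0.0397. A chance division is argued against by the splits above. The annotation words do not show that a gene responds to auxin in this species.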
